# Glyphosate infiltrates the brain and increases pro-inflammatory cytokine TNFα: implications for neurodegenerative disorders

**DOI:** 10.1186/s12974-022-02544-5

**Published:** 2022-07-28

**Authors:** Joanna K. Winstone, Khyatiben V. Pathak, Wendy Winslow, Ignazio S. Piras, Jennifer White, Ritin Sharma, Matthew J. Huentelman, Patrick Pirrotte, Ramon Velazquez

**Keywords:** Glyphosate, Aminomethylphosphonic acid, TNFα, C57BL/6J, Neuroinflammation

## Abstract

**Background:**

Herbicides are environmental contaminants that have gained much attention due to the potential hazards they pose to human health. Glyphosate, the active ingredient in many commercial herbicides, is the most heavily applied herbicide worldwide. The recent rise in glyphosate application to corn and soy crops correlates positively with increased death rates due to Alzheimer’s disease and other neurodegenerative disorders. Glyphosate has been shown to cross the blood–brain barrier in in vitro models, but has yet to be verified in vivo. Additionally, reports have shown that glyphosate exposure increases pro-inflammatory cytokines in blood plasma, particularly TNFα.

**Methods:**

Here, we examined whether glyphosate infiltrates the brain and elevates TNFα levels in 4-month-old C57BL/6J mice. Mice received either 125, 250, or 500 mg/kg/day of glyphosate, or a vehicle via oral gavage for 14 days. Urine, plasma, and brain samples were collected on the final day of dosing for analysis via UPLC–MS and ELISAs. Primary cortical neurons were derived from amyloidogenic APP/PS1 pups to evaluate in vitro changes in Aβ_40-42_ burden and cytotoxicity. RNA sequencing was performed on C57BL/6J brain samples to determine changes in the transcriptome.

**Results:**

Our analysis revealed that glyphosate infiltrated the brain in a dose-dependent manner and upregulated TNFα in both plasma and brain tissue post-exposure. Notably, glyphosate measures correlated positively with TNFα levels. Glyphosate exposure in APP/PS1 primary cortical neurons increases levels of soluble Aβ_40-42_ and cytotoxicity. RNAseq revealed over 200 differentially expressed genes in a dose-dependent manner and cell-type-specific deconvolution analysis showed enrichment of key biological processes in oligodendrocytes including myelination, axon ensheathment, glial cell development, and oligodendrocyte development.

**Conclusions:**

Collectively, these results show for the first time that glyphosate infiltrates the brain, elevates both the expression of TNFα and soluble Aβ, and disrupts the transcriptome in a dose-dependent manner, suggesting that exposure to this herbicide may have detrimental outcomes regarding the health of the general population.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-022-02544-5.

## Background

Herbicides are a ubiquitous part of our environment [1]. Glyphosate (*N*-(phosphonomethyl)glycine), the active ingredient in many commercial herbicides, has been the most heavily applied herbicide worldwide since the year 2000, shortly after the 1996 introduction of glyphosate-tolerant crops [2]. Today, over 113 million kilograms of glyphosate are utilized agriculturally each year across the United States [2]. Glyphosate kills weeds and unwanted plants by inhibiting a key enzyme in the shikimate pathway, enolpyruvylshikimate-3-phosphate synthase (EPSPS), preventing aromatic amino acid biosynthesis vital to plants [3]. While currently deemed safe by the United States Environmental Protection Agency (EPS) and European Food Safety Authority (EFSA), recent research indicates that glyphosate can be toxic to the human body [4, 5], which warrants further investigation. The acute effects of herbicides have been extensively studied, however, the long-term complications of exposure remain largely unknown [6]. Of particular concern is that glyphosate has been shown to cross the blood–brain barrier in vitro, yet has not been studied extensively in the brain [5, 7, 8].

Previous research has shown that subacute (6 weeks) exposure to formulation herbicides (0.05–250 mg/kg glyphosate) can result in inflammation of the peripheral body in adult rats [9]. Specifically, glyphosate exposure resulted in an upregulation of C-reactive protein (CRP) in the liver, and cytokines IL-1β, IL-6, and tumor necrosis factor α (TNFα) in liver and adipose tissue of rats [9]. Others have further confirmed that glyphosate increases peripheral blood levels of TNFα [9–11]. TNFα is an inflammatory cytokine released primarily by macrophages and monocytes throughout the body [12]. Macrophages and monocytes are vital immune cells that can be activated in response to cytokines, bacterial lipopolysaccharide, extracellular matrix proteins, and other chemicals [13]. In the central nervous system (CNS), TNFα is largely produced by microglia (the macrophages of the CNS) [14]. However, astrocytes have also been shown to produce TNFα, which is consistent with their involvement in modulating the neuroimmune response [15].

Aberrant TNFα signaling has been implicated in numerous pathological conditions including cancer, rheumatoid arthritis, psoriasis, multiple sclerosis, as well as immune, inflammatory, and neurodegenerative diseases like Alzheimer’s disease (AD) [16, 17]. In the healthy brain, TNFα expression is low in adulthood [17], while in contrast, adult neurodegenerative diseased brains show very high levels of TNFα [18]. Neuroinflammation plays a central role in AD pathogenesis [19] and TNFα specifically has been strongly implicated in the progression of AD [20]. The TNFα death domain pathway is progressively activated in the AD brain and contributes to cellular degeneration [16]. Interestingly, TNFα inhibition has been shown to reduce generation of monomeric Aβ in a murine model of AD [21] and TNFα inhibitors produce sustained clinical improvement in patients with AD [22].

Previous work has shown that administering either 250 or 500 mg/kg/day of glyphosate to male Swiss mice for 3 months resulted in a decrease in body weight, reduced locomotor activity, and increased anxiety and depression-like behaviors [23]. The dosage used in the aforementioned work is based on the no observable adverse effect limit (NOAEL) for chronic (90 days) exposure in mice established by the EPA [24]. The NOAEL is the maximum dose at which there is no significant toxic effect [25]. It should be noted that this dose is significantly higher than typical daily exposure. A recent review found that the average reported urinary levels in occupationally exposed individuals vary from 0.26 to 73.5 μg/L while individuals with environmental exposure had levels ranging from 0.16 to 7.6 μg/L [26]. Even though human exposure levels are below this reference value, the 500 mg/kg/day still holds value in investigating toxicological effects of the compound [27].

Although the work by Ait Bali et al. found changes in brain-related functions, it did not establish whether glyphosate infiltrated the brain. Additionally, given the relationship between glyphosate exposure and TNFα in the body, and the links between TNFα and neurodegeneration, it is imperative to determine if glyphosate exposure results in detectable levels in the brain. The goal of the present study was to determine if persistent exposure to glyphosate leads to its infiltration in brain tissue and assess its effects on TNFα levels in the brain. We show that glyphosate is detectable in brain tissue in animals dosed with various levels of glyphosate. Furthermore, we determined that various doses of glyphosate drive elevated levels of brain TNFα. RNAseq analysis of hippocampal tissues revealed differentially expressed genes in a dose-dependent manner associated with myelination, axon ensheathment, glial cell development, and oligodendrocyte development. In vitro, we find elevations of soluble Aβ_40-42_ and cell death in glyphosate-exposed primary cortical neurons derived from APP/PS1 (a mouse model of AD) pups. Collectively, these results illustrate that glyphosate exposure infiltrates the brain, and subsequent elevations of TNFα may have implications for neurodegenerative disorders such as AD.

## Materials and methods

### Animals

Non-transgenic (NonTg) C57BL/6J mice were obtained from Jackson laboratories (Stock# 000664) and bred in house. We utilized two cohorts of 24 mice, 48 mice total balanced for sex. All protocols were approved in advance by the Institutional Animal Care and Use Committee of Arizona State University and conform to the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Mice were group housed by sex and dose (3 mice per cage) on a 12-h light/dark cycle at 23 °C and were given food and water ad libitum. Mice were aged to 4 months prior to the start of glyphosate or vehicle dosing.

### Glyphosate and dosing

Chemically pure glyphosate (*N*-(Phosphonomethyl)glycine; C3H8NO5P) was purchased from Sigma-Aldrich (product number P9556) and prepared at 0.107 g/L in 1.89 M sodium hydroxide (NaOH). This calculation was made based on giving a 30 g mouse 140 µL of solution containing 500 mg of glyphosate via oral gavage. The solution was adjusted to a pH of 7 and serially diluted using RO water to achieve the lower concentrations. This solution with no glyphosate served as the vehicle. Mice were randomly assigned to receive one of three dosages starting at 4 months of age: vehicle (control) 125 mg/kg, 250 mg/kg, 500 mg/kg of body weight. Dosages were administered daily via oral gavage for a total of 14 days.

### Blood and urine collection

Blood was collected 4 h after the last dosage via the submandibular vein as previously described [28]. Up to 300 µL of blood was collected into KEDTA + vials. Tubes were inverted 8 times and left at room temperature for 90 min. Tubes were then centrifuged at 4 °C at 2200 rpm for 30 min. Clear plasma fluid was then pulled off the top and stored at − 80 °C for later analysis. Urine was collected on the last 3 days of treatment via manual bladder expression as previously described [29]. Urine was collected directly into 1.7-mL Eppendorf tubes and immediately placed on ice. Tubes were then left at room temperature for 10 min prior to centrifugation at 4 °C at 1500 rpm for 3 min. Supernatant was then transferred to a clean tube and stored at − 80 °C for later analysis.

### Brain tissue processing

Mice were perfused at 4.5 months of age, ~ 4 h after the last gavage treatment, with 1 × PBS. For cohort 1 (*n* = 6 mice/dosage group), brains were extracted and halved along the midline into hemispheres, placed in 1.7-mL Eppendorf tubes, and flash-frozen in isopentane (2-methylbutane). Mice from cohort 2 (*n* = 6 mice/dosage group) were also halved along the midline, and the hippocampus and cortex were dissected out and flash-frozen for protein extraction.

### Brain glyphosate and AMPA measurements

Left brain hemispheres from mice were pulverized using the MultiSample BioPulverizer (BioSpec). The powdered brains were weighed and resuspended in 500 µL of LC–MS grade water. Homogenates corresponding to 5 mg of tissue were aliquoted and spiked with 10 ng/g isotopically labeled internal standards of glyphosate (^13^C_2_^15^N Glyphosate, Sigma-Aldrich, St. Louis, MO) and AMPA (D_2_^13^C^15^N AMPA, Sigma-Aldrich). Samples were boiled at 95 °C for 10 min, cooled to room temperature and sonicated using a cup-horn shaped sonotrode (UTR2000, Hielscher Ultrasound Technology, Teltow, Germany) with 2 cycles of 30 s ON and 30 s OFF at 50% amplitude and 1 cycle of 10 s at 65% amplitude. Homogenates were frozen overnight at − 80 °C. Samples were thawed and acidified with formic acid to the final concentration of 0.1% (*v/v*). Samples were centrifuged at 10,000*g* for 10 min at 6 °C followed by lipid removal using a Sep-Pak C18 solid phase 96 well extraction plate (40 mg sorbent, Waters, Milford-MA). The flow through was subjected to LC–MS/MS analysis. Calibration curves were performed in the analyte free mouse brain matrix over a linear range of 0–50 ng/g of glyphosate and AMPA (coefficient of determination *R*^2^ > 0.99). Multiple Reaction Monitoring (MRM) measurements were performed on a Vanquish Duo UHPLC liquid chromatography system coupled to a Thermo TSQ Altis instrument, as described previously [30]. The limit of detection (LOD) (LOD = *t*(*n* *−* 1, t − α = 0.99) * Ss, where Ss is standard deviation from replicate measurements of a spiked-in standard and *t*(*n*−1, *t* − α = 0.99 represents Student’s *t*-value at 99% confidence with *n* − 1 degrees of freedom) was 0.189 ng/g and 0.122 ng/g for Glyphosate and AMPA, respectively, and limit of quantitation (LOQ) was 0.5 ng/g and 0.4 ng/g for glyphosate and AMPA, respectively (Additional file 1: Fig. S1). The LOQ for the assay was defined as the lowest spiked-in standard with a mean accuracy between 70 and 120% and precision less than 20% RSD [31, 32].

### Glyphosate and AMPA measurements in urine

Urine samples were prepared as previously described [30, 31, 33], with minor modifications. Briefly, mouse urine was diluted 10,000 -fold with water containing 0.1% formic acid. Diluted samples were then spiked with isotopically labeled glyphosate and AMPA standards at 6.25 ng/mL. A standard curve was prepared by spiking a commercially available human urine pool (Lee BioSolutions, Maryland Heights, MO) with unlabeled standards at a linear range of 0 to 20 ng/mL and labeled standards at a constant 6.25 ng/mL. LC–MS/MS measurements were performed as described above. The assay was linear (R^2^ > 0.99) over a range of 0–20 ng/mL for both glyphosate and AMPA. The detection (LOD) and quantitation (LOQ) limits for glyphosate were 0.014 ng/mL and 0.041 ng/mL, respectively, whereas AMPA limits were at 0.013 ng/mL (LOD) and 0.040 ng/mL (LOQ), respectively ([30] 2021; Additional file 2: Fig. S2).

### Protein extraction and ELISAs

Flash-frozen tissue (left hemisphere from cohort 1, left hippocampus and cortex from cohort 2) were homogenized in a T-PER tissue protein extraction reagent, and supplemented with protease (Roche Applied Science, IN, USA) and phosphatase inhibitors (Millipore, MA, USA). The homogenized tissues were centrifuged at 4 °C for 30 min. The supernatant was stored at − 80 °C. Enzyme linked immunosorbent assays (ELISAs) were performed using commercially available Mouse TNF alpha SimpleStep ELISA kits purchased from Abcam (ab208348).

### In vitro experiments

Primary cortical neurons were harvested from newborn APP/PS1 pups (*n* = 3 mice/dosage), plated into 6-well dishes and cultured 12 days using the Primary Neuron Isolation Kit from Pierce (Pierce Cat# 88280). Glyphosate was added to the media of the primary neuron cultures at 40 µg/mL, 20 µg/mL, 10 µg/mL and 0 µg/mL (vehicle only). Samples were tested in triplicate. Twenty-four hours after glyphosate introduction, 0.5 mL of media was collected from the triplicate wells of each treatment and frozen for ELISA analysis of Aβ_40-42_. At this same timepoint, the MTT (MTT 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay was used to assess cell death as previously described [34]. All absorbance values were normalized to the control group (0 µg/mL vehicle).

### RNA sequencing

RNA was isolated from half-brain samples using the RNeasy Kit (Qiagen). Sequencing libraries were prepared with 250 ng of total RNA using Illumina Stranded Total RNA with Ribo-Zero Plus library preparation (Illumina Inc). PCR-enriched fragments were validated on a 2200 TapeStation (Agilent Technologies) and quantitated via qPCR. The final library was sequenced by 100 bp paired-end sequencing on a HiSeq 2500 (Illumina) at the Collaborative Sequencing Center (Translational Genomics Research Institute, Phoenix, AZ).

Raw reads were aligned to the reference genome GrCm38 using STAR v2.7.5b [35], and summarization of counts at the gene level was conducted by means of featureCounts, as implemented in the R-package Rsubread [36]. Quality controls to assess reads amount and mapping were conducted using MultiQC v1.12 [37]. Then, raw counts were imported into DESeq2 v1.34.0 [38] and transformed by variance stabilizing transformation (VST) to conduct principal component analysis (PCA) for further quality controls. Sex-check was carried out using the counts mapping on X and Y chromosomes using a custom R script [39]. Normalization and differential expression were conducted by means of DESeq2, using a Likelihood Ratio Test (LRT) to assess the relationship between different dosages and gene expression, including sex as a covariate. P-values were adjusted for multiple testing using the False Discovery Rate method (FDR). Genes with adjusted *p*-values < 0.05 were considered as statistically significant differentially expressed genes (DEGs). Pathway analysis was carried out using as input the significant DEGs, and running hypergeometric statistics as implemented in the R-package clusterProfiler [40] referencing Gene Ontology, Kegg, and Reactome databases. Cell-specific gene enrichment was conducted using the markers lists obtained from a single cell RNA-seq study from mouse primary visual cortex [41] using the workflow described in Piras et al. [42]. Enrichment of cell-specific genes was conducted by hypergeometric statistics, as implemented in the R-package bc3net. *p*-values were adjusted for pathway analysis and cell-specific gene enrichment analysis for multiple testing using the FDR method.

### Statistical analyses

Data analysis was conducted using GraphPad Prism version 9.0.2 (GraphPad Software). Statistical outliers were identified using the ROUT method in Prism. One urine glyphosate datapoint was found to be a significant outlier and removed from all subsequent analyses. Factorial one-way ANOVAs were used to analyze dependent variables followed by Bonferroni’s corrected post hoc test, when appropriate. Linear correlations were calculated using the Pearson’s *r* coefficient. Examination of descriptive statistics revealed no violation of any assumptions that required the use of any other statistical test. Significance was set to *p* ≤ 0.05.

## Results

To determine whether glyphosate infiltrates the peripheral system and brain in vivo, we delivered either 125, 250, 500 mg/kg/day of glyphosate or a vehicle control for 14 days in two cohorts of 24 mice (*n* = 6 mice/dosage group) via oral gavage (Fig. 1A). Urine was collected from mice at the time of the final dose and four hours later blood samples were collected. Mice were subsequently perfused and had their brains extracted for biochemical assessment.

**Fig. 1:**
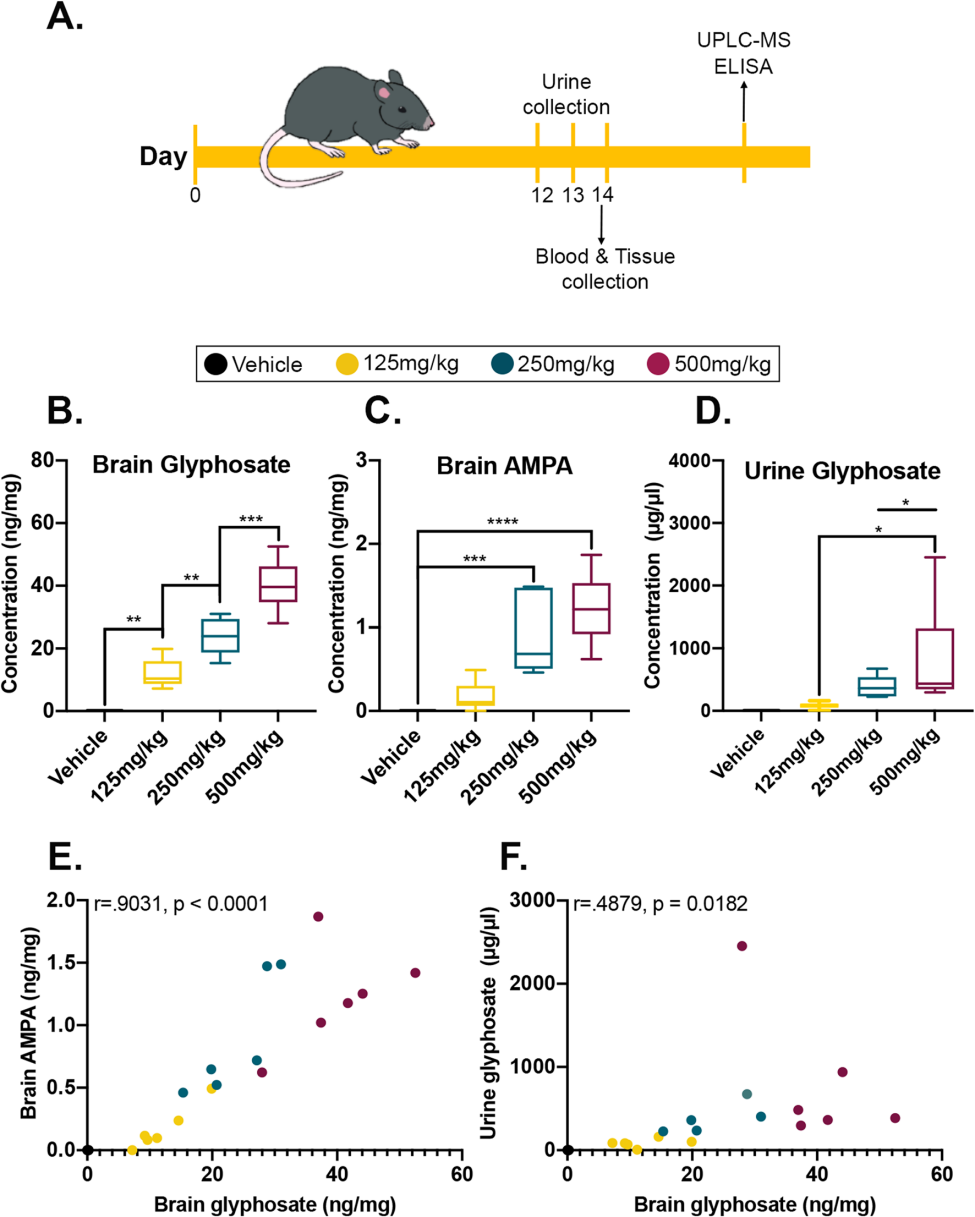
Glyphosate and its major metabolite are detectable in brain tissue. **A** C57BL/6J mice were orally gavaged for 14 days, with urine being collected on the last 3 days. Blood was collected at endpoint, 4 h after the last dosage on day 14, followed by perfusion and postmortem analysis. **B** Levels of glyphosate detected in the brain tissue revealed a significant dose-dependent response between the four groups. **C** Levels of AMPA detected in the brain tissue are elevated in the highest two doses. **D** Level of glyphosate detected in mouse urine is elevated in the 500 mg/kg groups compared to the lower doses. **E** Positive correlation between levels of glyphosate and AMPA in the brain (*p* < 0.0001). **F** Positive correlation between brain and urine glyphosate (*p* = 0.0182). Data in **A**–**C** are presented as boxplots. The center line represents the median value, the limits represent the 25th and 75th percentile, and the whiskers represent the minimum and maximum value of the distribution. *p < .05 **p < .01, ***p < .001, ****p < .0001

### Glyphosate is detected in brain tissue and increases in a dose-dependent fashion

To determine whether glyphosate was detectable in perfused brain tissue, we performed UPLC–MS on brain homogenates and urine samples of cohort 1 mice (*n* = 6 mice per group). We found a significant main effect of dosage for brain glyphosate measures (*F*_(3,20)_ = 55.79, *p* < 0.0001; Fig. 1B). Post hoc analysis revealed a significant dose-dependent difference between the four groups, illustrating that increasing dosage resulted in higher glyphosate levels in the brain (*p* < 0.0001). Next, we examined brain levels of glyphosate’s major metabolite, Aminomethylphosphonic acid (AMPA). We found a significant main effect of dosage (*F*_(3,20)_ = 19.18, *p* < 0.0001; Fig. 1C). Post hoc analysis revealed that the 250 mg/kg (*p* = 0.0007) and 500 mg/kg (*p* < 0.0001) dosage groups had higher AMPA expression in the brain compared to vehicle-treated mice. We further observed a significant main effect of dosage for urine glyphosate measures (*F*_(3,19)_ = 4.321, *p* = 0.0175; Fig. 1D). Post hoc analysis revealed that the vehicle (*p* = 0.0198) and 125 mg/kg (*p* = 0.0400) group differed significantly from the 500 mg/kg dosed mice. Lastly, we examined whether brain glyphosate levels correlated with the levels of brain AMPA and urine glyphosate. We found a strong significant positive correlation between brain glyphosate and AMPA (*r* = 0.9031, *p* < 0.001; Fig. 1E), indicating that as brain glyphosate levels increase, so do AMPA levels. We also found a significant positive correlation between urine and brain glyphosate (*r* = 0.4879, *p* = 0.0182; Fig. 1F), illustrating that as urine glyphosate levels increase, so do the levels in the brain. These findings highlight that glyphosate exposure results in detection of both glyphosate and AMPA in the brain, and that the levels of brain glyphosate correlate to the levels detected in urine.

### Glyphosate exposure increases the levels of peripheral blood plasma and brain TNFα in a dose-dependent manner

Previous reports have shown that glyphosate exposure increases the levels of peripheral TNFα [9–11]. In the brain, expression of TNFα has been linked to neurotoxicity and cell death [16, 17]. To determine whether glyphosate exposure increases TNFα in the periphery, we analyzed blood plasma from cohort 1 mice via ELISA and found a significant dose main effect (*F*_(3,20)_ = 76.46, *p* < 0.0001; Fig. 2A). Post hoc analysis revealed a significant increase between the vehicle (*p* < 0.0001), 125 mg/kg (*p* < 0.0001) and 250 mg/kg (*p* < 0.0001) groups compared to the 500 mg/kg group. Next, we extracted protein from brain homogenates of cohort 1 mice (*n* = 6 mice/group) and measured the levels of TNFα via ELISA. We found a significant main effect of dosage for TNFα brain homogenate levels (*F*_(3,20)_ = 55.49, *p* < 0.0001; Fig. 2B). Post hoc analysis revealed a significant dose-dependent increase in brain TNFα levels when comparing the vehicle to the 125 mg/kg (*p* < 0.0001), 250 mg/kg (*p* < 0.0001), and 500 mg/kg (*p* < 0.0001) groups. To determine if the increase in brain TNFα is specific to areas affected in neurodegenerative disorders such as Alzheimer’s disease (AD), we dissected out the hippocampus, a structure important for learning and memory [43], and the cortex, from cohort 2 mice (*n* = 6 mice/dosage group). For the hippocampal homogenate analysis, we found a significant main effect of dosage for TNFα levels (*F*_(3,20)_ = 1095, *p* < 0.0001; Fig. 2C). Post hoc analysis revealed a dose-dependent increase in hippocampal TNFα levels when comparing the vehicle to the 125 mg/kg (*p* = 0.0047), 250 mg/kg (*p* < 0.0001), and 500 mg/kg (*p* < 0.0001) groups. Similarly for the cortical homogenates, we found a significant main effect of dosage for TNFα levels (*F*_(3,20)_ = 152.9, *p* < 0.0001; Fig. 2D). Post hoc analysis revealed a dose-dependent increase in cortical TNFα levels when comparing the vehicle to the 125 mg/kg (p < 0.0001), 250 mg/kg (*p* < 0.0001), and 500 mg/kg (*p* < 0.0001) groups. Collectively, these results illustrate that glyphosate exposure increases the levels of pro-inflammatory cytokine TNFα in a brain region-specific manner.

**Fig. 2:**
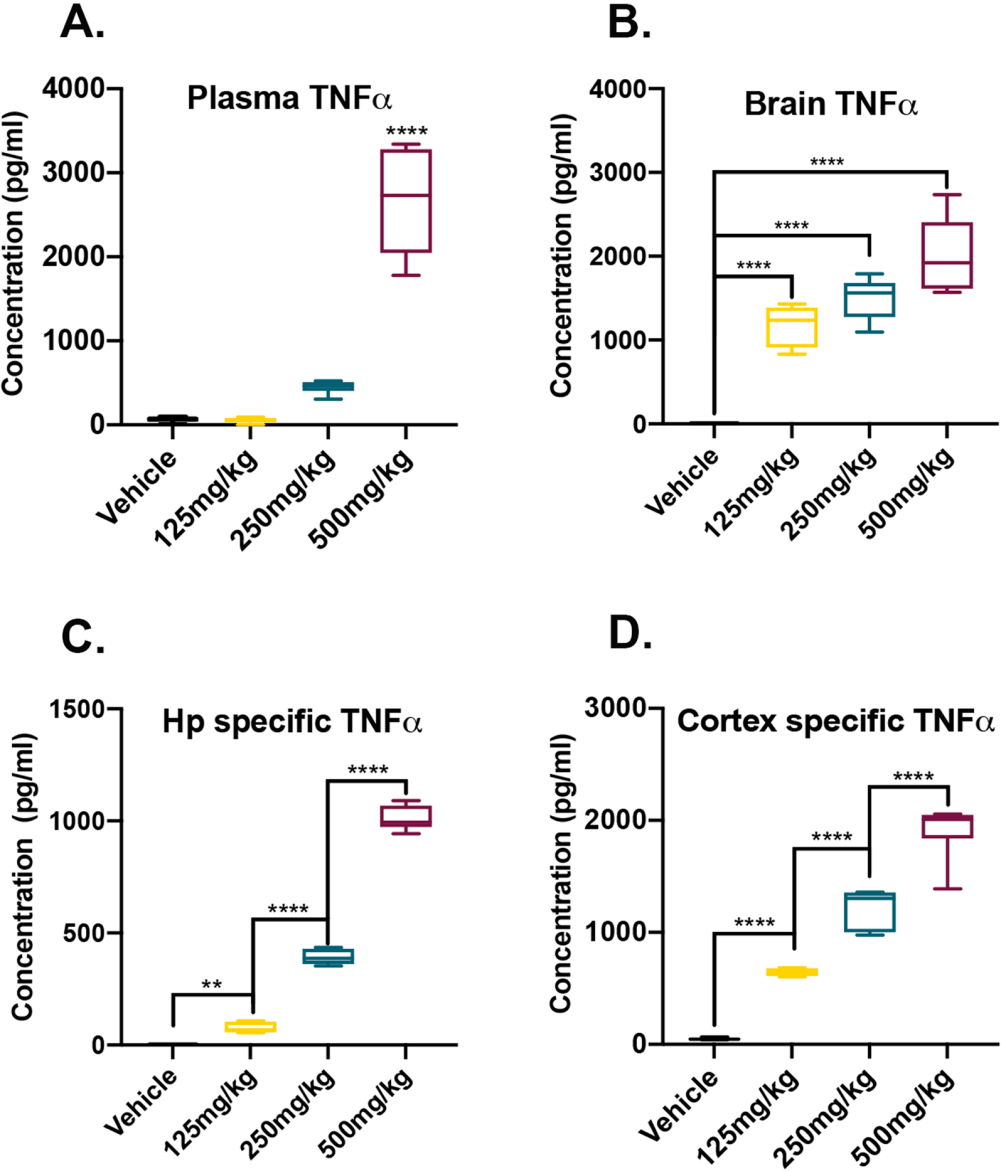
Levels of TNFα are elevated with glyphosate exposure. **A** Plasma concentration of TNFα are significantly elevated after 500 mg/kg daily exposure compared to all other doses. **B** TNFα levels in cohort 1 whole brain homogenates are significantly increased after glyphosate exposure in all three doses. **C** Levels of TNFα are elevated in isolated hippocampal homogenates from cohort 2 mice in a dose-dependent manner. **D** Levels of TNFα in isolated cortical homogenates from cohort 2 mice are elevated in a dose-dependent manner. Data are presented as boxplots. The center line represents the median value, the limits represent the 25th and 75th percentile, and the whiskers represent the minimum and maximum value of the distribution. **p < .01, ****p < .0001

### Brain glyphosate levels correlate with both peripheral blood plasma and brain TNFα levels

To determine if glyphosate levels detected in brain homogenates and urine correlate with peripheral blood plasma and brain TNFα levels, we performed various linear correlation analyses. We first analyzed brain glyphosate and brain TNFα levels and found a significant positive correlation (*r* = 0.8387, *p* < 0.0001, Fig. 3A), illustrating that as glyphosate goes up, so do the levels of TNFα. We found a significant positive correlation between brain glyphosate and peripheral blood plasma TNFα levels (*r* = 0.8326, *p* < 0.0001; Fig. 3B). Next, we analyzed urine glyphosate and brain TNFα levels and found that it trended toward a significant positive correlation (*r* = 0.3974, *p* = 0.0604; Fig. 3C). Lastly, we analyzed urine glyphosate and peripheral blood plasma TNFα levels, and found a significant positive correlation (*r* = 0.4794, *p* = 0.0206; Fig. 3D), highlighting that as glyphosate increased, so did the levels of TNFα. Collectively, these results show that the levels of urine glyphosate correlate with peripheral TNFα, while brain glyphosate levels correlate with both peripheral blood plasma and brain TNFα levels.

**Fig. 3:**
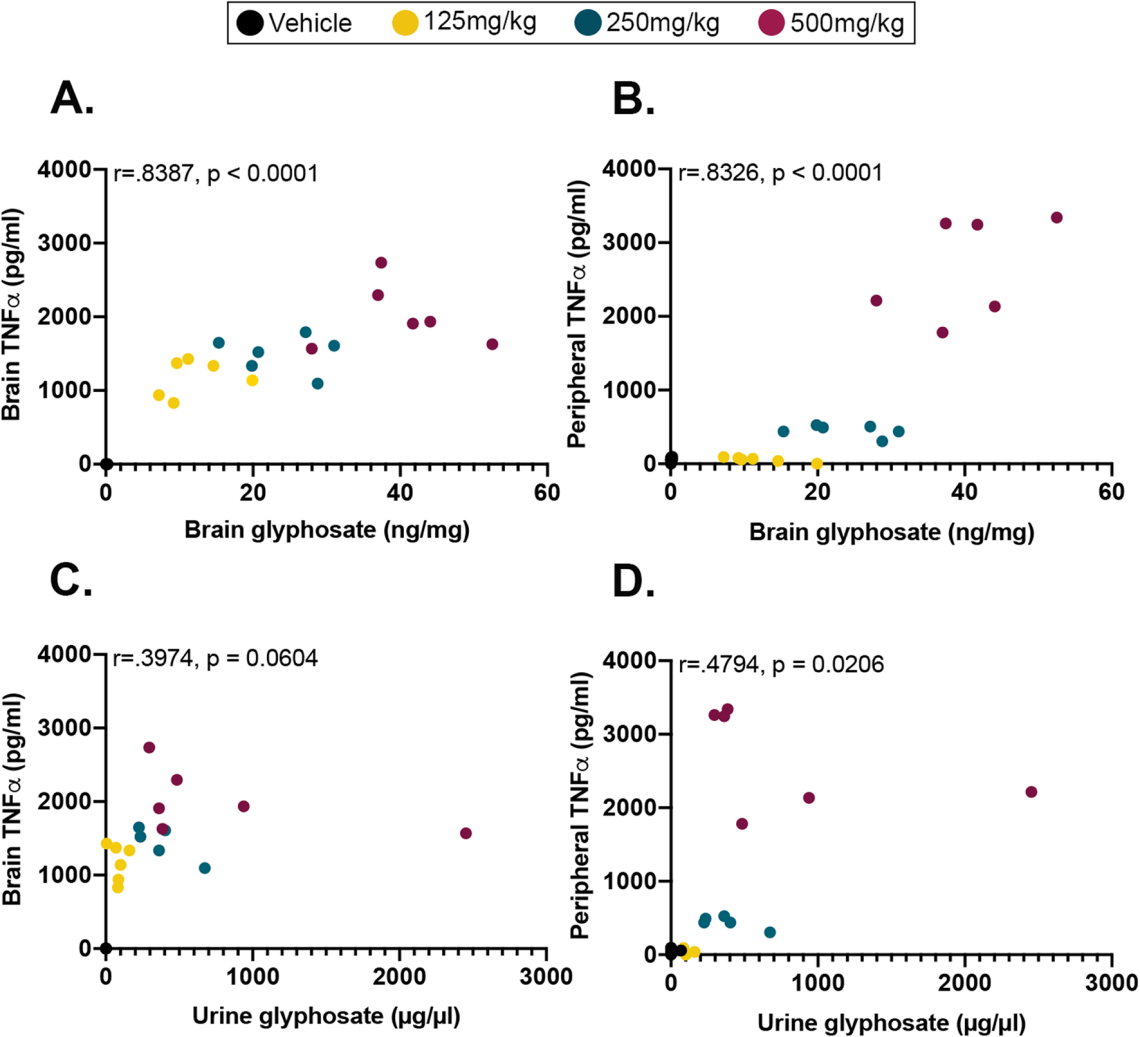
Correlations between urine and brain glyphosate and peripheral blood plasma and brain TNFα measures. **A** Significant positive correlation between brain glyphosate and brain TNFα levels (*p* < 0.0001). **B** Significant positive correlation between brain glyphosate and peripheral blood plasma TNFα levels (*p* < 0.0001). **C** Trending correlation of urine glyphosate and brain TNFα levels (*p* = 0.0604). **D** Significant positive correlation of urine glyphosate and peripheral blood plasma TNFα levels (*p* = 0.0206)

### Glyphosate exposure in APP/PS1-derived primary cortical neurons increases levels of soluble amyloid-β_40-42_ and reduces cell viability

To determine whether glyphosate exposure equivalent to the levels detected in the brain increases the levels of hallmark AD-pathology Aβ and reduces cell viability, we isolated and plated primary cortical neurons from APP/PS1 pups and incubated them with either 0 µg/mL (vehicle), 10 µg/mL, 20 µg/mL or 40 µg/mL of glyphosate (Fig. 4A). At 24 h after exposure, we collected media from culture plates and measured soluble levels of Aβ_40-42_. We found a significant effect of dosage for Aβ_40_ (*F*_(3,8)_ = 59.20, *p* < 0.0001; Fig. 4B). Post hoc analysis revealed that the 20 µg/mL (*p* = 0.001) and 40 µg/mL (*p* < 0.0001) groups showed significant elevated levels of Aβ_40_ than the 0 µg/mL dosage group. Additionally, the 40 µg/mL showed elevated levels compared to the 20 µg/mL (*p* = 0.0029), collectively illustrating a dose-dependent effect. When examining Aβ_42_ levels, we found a significant dosage effect (*F*_(3,8)_ = 202.0, *p* < 0.0001; Fig. 4C). Post hoc analysis revealed that the 40 µg/mL (*p* < 0.0001), 20 µg/mL (*p* = 0.001) and 10 µg/mL (*p* = 0.0092) groups showed elevated levels of Aβ_42_ compared to the 0 µg/mL group. We also found that the 40 µg/mL (*p* < 0.0001) and 20 µg/mL (*p* = 0.0195) groups showed significant elevated levels of Aβ_42_ than the 10 µg/mL dosage group. Like Aβ_40,_ we found that the 40 µg/mL group showed elevated levels of Aβ_42_ compared to the 20 µg/mL group (*p* < 0.0001), collectively illustrating a dose-dependent effect. When we measured cell viability, we found a significant effect of dosage (*F*_(3,8)_ = 41.59, *p* < 0.0001; Fig. 4D). Post hoc analysis revealed that the 40 µg/mL group had a reduced cell viability when compared to the 20 µg/mL (*p* = 0.0007), 10 µg/mL (*p* < 0.0001), and the 0 µg/mL (*p* < 0.0001) group. Collectively, these results show that glyphosate exposure at the levels detected in the brain in vivo are sufficient to increase Aβ_40-42_ levels in a dose-dependent manner and reduce cell viability when tested in vitro using primary cortical neurons derived from APP/PS1 mice.

**Fig. 4:**
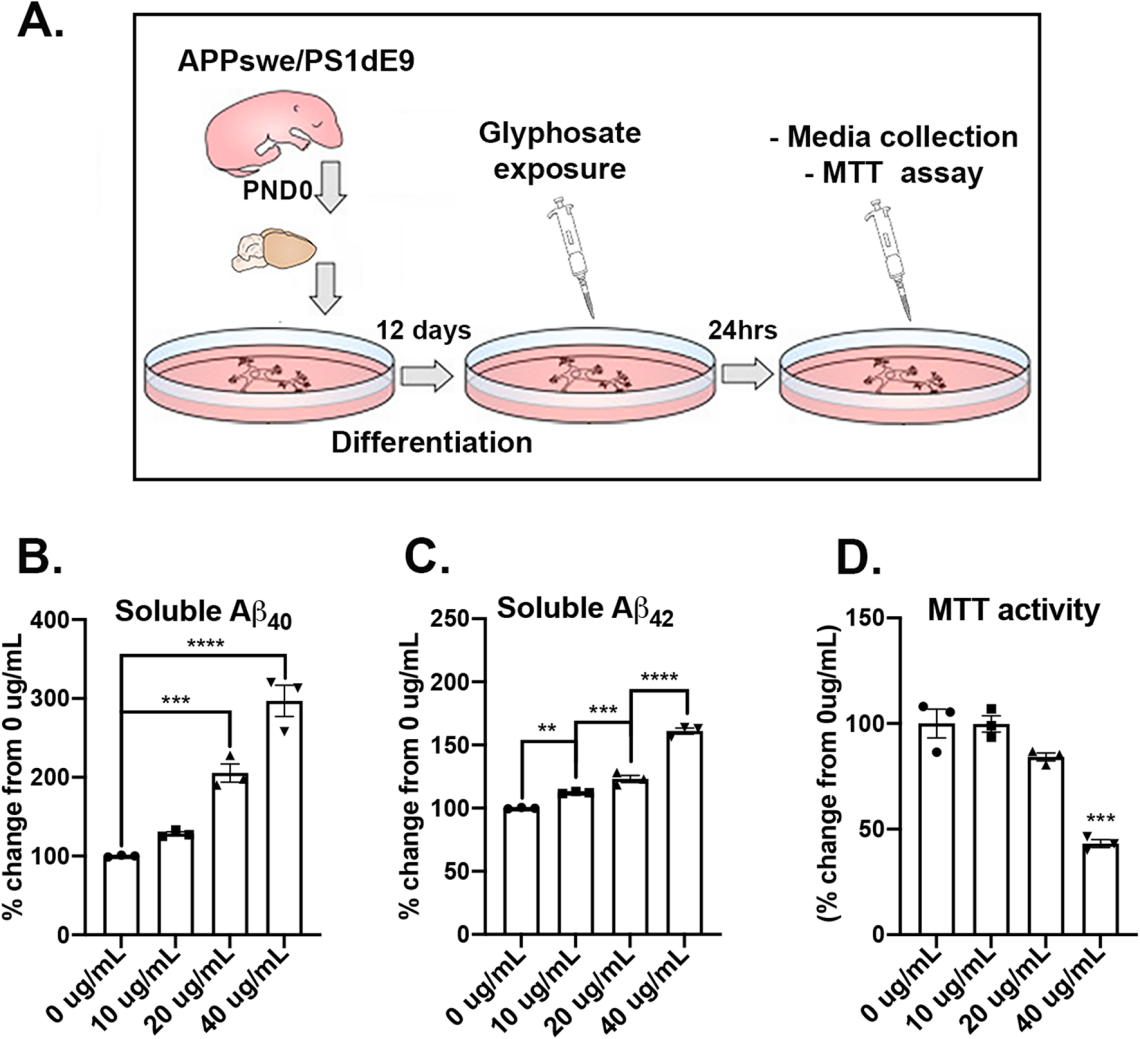
Glyphosate exposure increases Aβ_40-42_ and increase cell death in vitro. **A** Primary cortical neurons were derived from APP/PS1 pups and incubated. Glyphosate was introduced at dosages of 0 µg/mL (vehicle), 10 µg/mL, 20 µg/mL and 40 µg/mL. After 24 h of glyphosate incubation, media was collected, and cell viability was examined. **B** Soluble Aβ_40_ levels are increased in the 40 µg/mL (*p* < 0.0001) and 20 µg/mL (*p* = 0.001) glyphosate treated groups compared to the 0 µg/mL (vehicle) group. **C** Soluble Aβ_42_ levels are increased in a dose-dependent manner in the 40 µg/mL (*p* < 0.0001), 20 µg/mL (*p* = 0.001), and 10 µg/mL (*p* = 0.0092) glyphosate treated groups compared to compared to the 0 µg/mL (vehicle) group. **D** The 40 µg/mL group had a reduced cell viability when compared to the 20 µg/mL (*p* = 0.0007), 10 µg/mL (*p* < 0.0001), and the 0 µg/mL (*p* < 0.0001) group. Scatterplots with bar graphs are means ± SE. *p < .05 **p < .01, ***p < .001

### Glyphosate exposure results in dose-dependent transcriptomic dysregulation

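The RNA-seq experiment asks how gene expression in the mouse brain changes with the dose of glyphosate given by mouth. It covers 18 C57BL/6J mice (a standard inbred strain) that were gavaged daily for 14 days from 4 months of age. The vehicle group holds 5 mice (2 males, 3 females), the 125 mg/kg group 5 (3 males, 2 females), the 250 mg/kg group 4 (3 males, 1 female) and the 500 mg/kg group 4 (2 males, 2 females). The Methods describe RNA from half-brain samples, while the Background calls the sequenced tissue hippocampal, and the values are read here as half-brain values. Libraries were made from 250 ng of total RNA after removal of ribosomal RNA, so RNAs without a poly(A) tail, such as histone transcripts and small structural RNAs, are counted as well. The authors aligned the reads to GRCm38 with STAR 2.7.5b and counted them per gene with featureCounts, and the values deposited are raw counts for 27179 genes identified by Entrez number. Total counts per mouse ran from 6403484 to 9454609 in the vehicle group, 6359193 to 11732885 at 125 mg/kg, 3948096 to 8051695 at 250 mg/kg and 5625140 to 7924387 at 500 mg/kg.

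Starting from these counts, 15863 genes with enough counts were tested with the quasi-likelihood F test of edgeR after TMM normalization, with sex as a covariate and p-values adjusted by the Benjamini-Hochberg method. The slope on dose is given as log2 change per 500 mg/kg, and levels are CPM after TMM normalization. Beside single genes, 40 lists of cell type markers, markers of brain regions and pathway genes were tested, which were fixed before the data were examined but after the paper's own table of slopes had been read. Among the choices that could change a count of genes, the DESeq2 likelihood ratio test called more genes than edgeR, and leaving out single mice changed the count in both directions. Mouse G4 is labelled 500 mg/kg although its number falls between those of vehicle mice G1 and G5, and it was used as labelled. The number in its mouse tag is shared with mouse G79 of the same dose. Mice G4 and G9 had median correlations with the other libraries of 0.943 and 0.942, against 0.959 to 0.975 for the remaining mice, and for some of the results values without G4 are given.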

To characterize changes in the transcriptome following glyphosate exposure, RNA was isolated from brains of mice from cohort 1 and sequenced by 100 bp paired-end sequencing on an Illumina HiSeq 2500. FDR cutoff for differentially expressed genes (DEGs) was set at 5% (< 0.05). 

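With rising glyphosate dose, some genes induced by glucocorticoid hormones, some imprinted genes and some genes of midbrain dopamine neurons rose in the half-brain samples. Some immediate early genes, which respond to neuronal activity and stress, fell. The dose regression called 46 genes at an adjusted p under 0.05 from edgeR, of which 39 rose and 7 fell. Of 23 glucocorticoid-induced genes measured, 5 rose, none fell and 18 did not pass (15 rose when adjusted over the list alone), and the list's adjusted p with an estimated correlation was 0.0111. This list and those that follow were written after the paper's slopes from the same mice had been read. Some of their members are among the 10 genes with the smallest p there. Their counts and list p-values are therefore not independent of that reading. Klf15, a transcription factor that glucocorticoids induce, is Entrez gene 66277 on chromosome 6 of GRCm38 from 90461043 to 90491803. Its level was 42.2 ± 6.16 CPM (SD, n = 5) in the vehicle group, 53.7 ± 1.59 (n = 5) at 125 mg/kg, 61.4 ± 7.29 (n = 4) at 250 mg/kg and 74.7 ± 5.50 (n = 4) at 500 mg/kg. Its slope was 0.79 per 500 mg/kg (standard error 0.11, adjusted p = 0.00571), and all 4 mice at 500 mg/kg lay above every vehicle mouse. Errfi1, a feedback inhibitor of the EGF receptor, went from 57.4 ± 6.72 to 117.2 ± 28.5 CPM (slope 1.05, standard error 0.15). Arrdc2, an arrestin-domain adaptor (slope 1.60), Sgk1, a kinase regulating ion transport (slope 1.27), and Nfkbia, the inhibitor of NF-kappaB (slope 0.79), also rose.

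Among 27 imprinted genes, which are expressed from 1 parental copy, 4 rose, none fell and 23 did not pass (10 rose when adjusted over the list alone), and the list's call is lost with an estimated correlation (adjusted p = 0.0508). With the midbrain dopamine and hypothalamic marker level as a covariate, their median slope went from 0.46 to 0.07 and none rose when adjusted over the list alone, while over all genes that fit called no gene of any kind. The genes that rose were the zinc finger genes Zim1 (slope 1.93) and Peg3 (slope 0.82), the retrotransposon-derived Peg10 (slope 1.56) and Zdbf2 (slope 0.91), which acts in the hypothalamic control of growth. Of 15 markers of midbrain dopamine neurons, 3 rose, none fell and 12 did not pass (9 rose when adjusted over the list alone), with an adjusted p of 0.0286 with an estimated correlation. Their median log2 change against vehicle was -0.17 at 125 mg/kg, 0.22 at 250 mg/kg and 1.65 at 500 mg/kg. Slc6a3, the dopamine transporter, went from 0.294 ± 0.298 CPM in the vehicle group to 30.5 ± 12.6 at 500 mg/kg (slope 6.30, standard error 0.73, adjusted p = 0.000729). Ddc, the enzyme that makes dopamine from L-DOPA, and Chrna6, a nicotinic receptor subunit of dopamine neurons, had slopes of 2.57 and 2.93 (1.65 and 3.12 without mouse G4, adjusted p = 0.348 and 0.220 from edgeR). Of 15 hypothalamic markers, Irs4, an insulin receptor substrate, rose and 14 did not pass (9 rose when adjusted over the list alone, adjusted p = 0.184 with an estimated correlation). Of 30 immediate early genes, 3 fell, none rose and 27 did not pass (9 fell and 1 rose when adjusted over the list alone), and the call is lost with an estimated correlation (adjusted p = 0.275). Btg2, an antiproliferative gene, went from 94.5 ± 37.2 to 25.5 ± 5.25 CPM (slope -1.86, standard error 0.31, adjusted p = 0.0150), and Dusp1, a MAP kinase phosphatase, and Ier2, an early response regulator, had slopes of -0.99 and -1.47. Rmrp and Snora74a, small structural RNAs of RNA processing, fell as well (slopes -0.87 and -1.22). Markers of glutamatergic neurons also had negative slopes, in 16 of 18 genes (median -0.90, and -0.52 without mouse G4). Their mean level in log2 of CPM plus 1 was low in mouse G4 at 500 mg/kg (4.58) and vehicle mouse G9 (4.76), against 6.29 to 7.35 in the others. With their level as a covariate, a fit chosen after the data were seen, the median slope of the immediate early genes went from -0.95 to -0.22 and 1 of them fell (8 fell and 3 rose when adjusted over the list alone). Leaving out mouse G4, with no such covariate, brought the median slope of the immediate early genes to -0.57.

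The same test at an unadjusted p under 0.05 gave 2091 genes, and DESeq2 called 229 (183 rising, 46 falling), among them all 46. The edgeR count was 47 with DESeq2 size factors, 54 with at least 10 counts in every library, 29 with no filter and 12 with 1 surrogate variable from sva. It was 0 with the number in the mouse tag as a block, a fit chosen after the data were seen. In that fit 45 of the 46 genes kept their direction, and dose within a number rests on the sex term. Leaving out 1 mouse gave 2 genes without G4 (Slc6a3 and Klf15), 4 without G87, 6 without G5, 7 without G15, 23 without G34, 24 without G1, 25 without G25, 28 without G40, 81 without G45, 101 without G9 and 127 without G79. Without G4, 1 glucocorticoid-induced gene (14 when adjusted over the list alone), no imprinted gene (9), 1 dopamine neuron marker (7), no hypothalamic marker (7, and 4 without G79) and no immediate early gene (5 falling) passed.

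**Figure D1:**
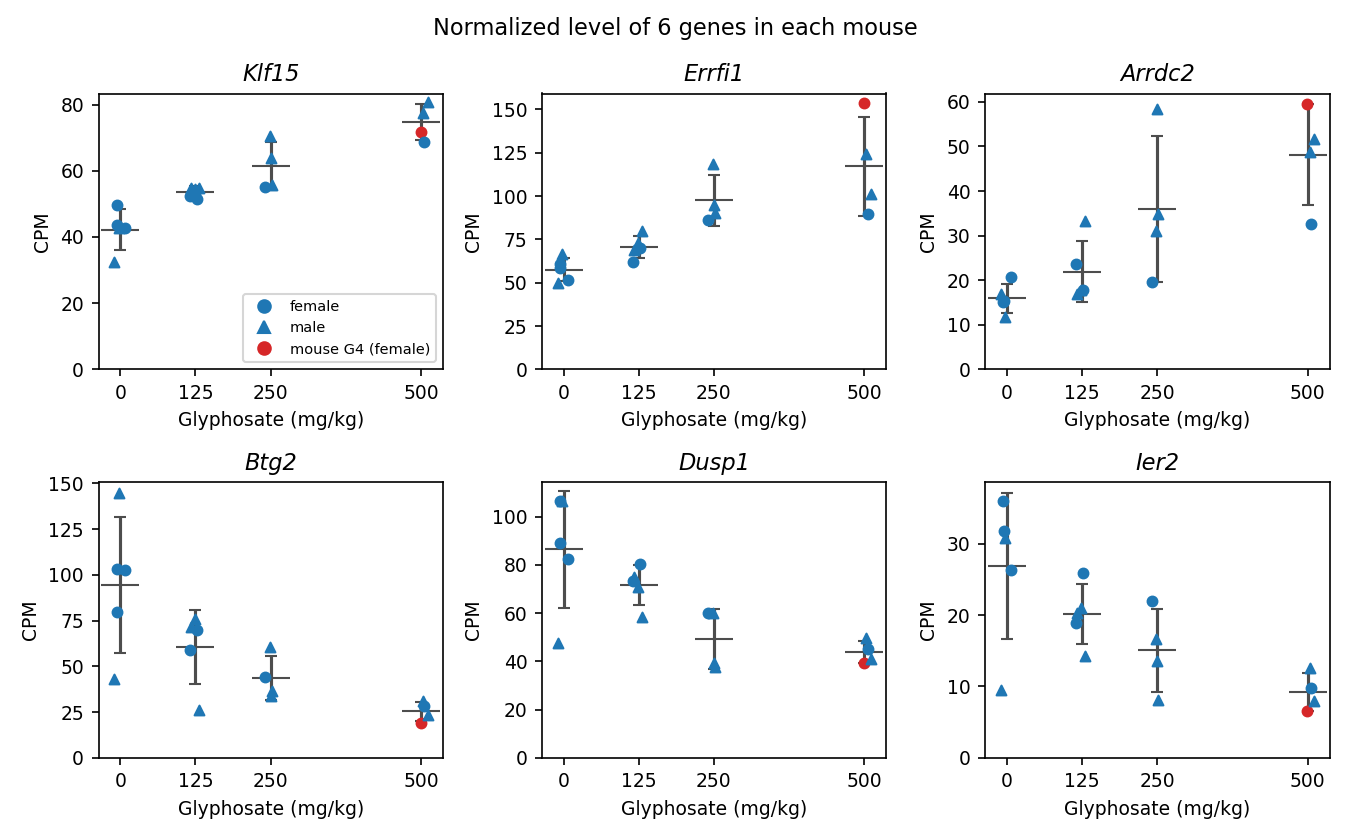
Levels of Klf15, Errfi1, Arrdc2, Btg2, Dusp1 and Ier2 in CPM for each of the 18 mice by glyphosate dose (circles females, triangles males, mouse G4 in red), with the mean and SD of each group. For Klf15 the 500 mg/kg mice lie above every vehicle mouse, and for Btg2 they lie below every vehicle mouse.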

Initial dose regression analysis of DEGs showed significant dysregulation of 226 genes in a dose-dependent manner (Fig. 5A; Additional file 3: Fig. S3, Additional file 4: Fig. S4). To examine the functional profile of these genes, pathway analysis was performed using Gene Ontology (GO), Kegg, and Reactome databases. 

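The dopamine genes Slc6a3 and Ddc rose with dose, while no other signaling gene assigned to the alcoholism pathway passed with edgeR and histone genes had negative slopes. Of 80 genes of dopamine signaling, G proteins and calmodulin from that pathway, 2 rose, none fell and 78 did not pass with edgeR, and 52 of the 80 slopes were negative (5 rose and 2 fell when adjusted over the list alone, adjusted p = 0.581 with an estimated correlation). DESeq2 called 6 of the 79 it tested, 4 rising and 2 falling. Fisher's exact test of this list gave an adjusted p of 0.00423 with the DESeq2 calls and 0.150 with the edgeR calls. Calm2, which encodes the calcium sensor calmodulin, was at 1269 ± 92.9 CPM (SD, n = 5) in the vehicle group and 872 ± 152 (n = 4) at 500 mg/kg, with a slope of -0.59 (adjusted p = 0.0847 from edgeR, 0.00932 from DESeq2). Gng10, a G protein gamma subunit, had a slope of -0.62 (adjusted p = 0.0764 from edgeR, 0.0164 from DESeq2), and Sos1, an activator of Ras, a slope of 0.45 (adjusted p = 0.103 from edgeR, 0.0231 from DESeq2). Without mouse G4, 1 gene of this list rose (3 rose and 1 fell when adjusted over the list alone). All 63 replication-dependent histone genes measured, another part of the pathway, had a negative slope (median -0.55), yet none passed with edgeR. Their median log2 change against vehicle was 0.32 at 125 mg/kg, -0.22 at 250 mg/kg and -0.39 at 500 mg/kg, so it was positive at the lowest dose. At an unadjusted p under 0.05 there were 34 of them, DESeq2 called 5, and 19 fell when adjusted over the list alone (3 without mouse G4). H2bc15 and H2ac22, core histones of the nucleosome, had slopes of -1.43 and -1.46 (adjusted p = 0.0580 for both from edgeR), and all 4 mice at 500 mg/kg lay below every vehicle mouse for each gene. The histone list's adjusted p was 0.184 with an estimated correlation, and 0.00839 from Fisher's exact test of the DESeq2 calls.

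No Reactome pathway was enriched among the 46 genes called. A one-sided Fisher's exact test covered 862 pathways, with 13 of the genes called among 5033 background genes, and 8 pathways had an unadjusted p under 0.05. With the DESeq2 calls, none of 870 pathways passed and 16 had an unadjusted p under 0.05. GO and KEGG enrichment was not analysed here.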

GO and Reactome analysis showed no functional enrichment, and Kegg analysis revealed enrichment of one pathway (mmu05034: Alcoholism) with 11 dysregulated genes (*p*-value = 0.035). Subsequent deconvolution analysis to determine cell-type specific changes in gene expression showed significant enrichment of oligodendrocytes (*p* adj. < 0.000) and GABAergic neurons (*p* adj = 0.006) (Fig. 5B). 

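Oligodendrocyte markers had positive slopes on dose, of which 1 passed, and the calls among them were lost without mouse G4. No marker of GABAergic neurons passed with edgeR (1 with DESeq2), and their slopes had both signs. Of 36 oligodendrocyte markers measured, 1 rose with dose, none fell and 35 did not pass (20 rose when adjusted over the list alone, adjusted p = 0.275 with an estimated correlation). All 36 slopes were positive, from 0.13 to 1.18 with a median of 0.69. The median log2 change against vehicle was 0.19 at 125 mg/kg, 0.04 at 250 mg/kg and 0.75 at 500 mg/kg. The gene that passed, Plekhh1, encodes a pleckstrin homology domain protein of oligodendrocytes and went from 40.7 ± 6.79 CPM (SD, n = 5) in the vehicle group to 81.4 ± 24.8 (n = 4) at 500 mg/kg (slope 1.04, standard error 0.22, adjusted p = 0.0452 from edgeR). Hapln2, a link protein at the nodes of Ranvier, and Myrf, the transcription factor that switches on myelin genes, had slopes of 1.11 (adjusted p = 0.0827) and 0.92 (adjusted p = 0.120). DESeq2 called 9 of the 36, all rising. Without mouse G4, none of the 36 passed (0 also when adjusted over the list alone), 31 slopes were positive and the median slope was 0.34. The count adjusted over the list alone was 9 without G5 or G87, 10 without G1, G15 or G90 and 32 without G79, and over all genes 3 passed without G45, 6 without G79 and none without G1, G5, G15, G25, G34, G66, G71, G87 or G90. The list holds Cntn2, Arhgef10 and Abca2, which the study picked from these mice, so the count adjusted over the list alone is not independent evidence, and without them 17 of 33 rose on that count.

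Of 23 GABAergic neuron markers, none passed with edgeR, 5 had an unadjusted p under 0.05, 1 rose when adjusted over the list alone (none without mouse G4, G5, G87 or G90) and DESeq2 called 1 (as did edgeR without G79). That gene, Kcns3, a potassium channel subunit, went from 9.02 ± 2.47 to 16.0 ± 4.32 CPM (slope 0.86, adjusted p = 0.0984 from edgeR). Gad2, which makes GABA, and Slc32a1, which loads it into vesicles, had slopes of 0.49 (adjusted p = 0.344) and 0.45 (adjusted p = 0.338), and Npy, a peptide of GABAergic interneurons, a slope of -1.37 (adjusted p = 0.299). Fisher's exact test of the genes called gave an unadjusted p = 0.0994 for the oligodendrocyte list and p = 1 for the GABAergic list, and with the DESeq2 calls p = 1.22e-09 and p = 0.278. The median slope of the GABAergic list was -0.37 and turned positive under 4 alternatives, up to 0.20 with at least 10 counts in every library.

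Among the other cell types, no marker passed with edgeR. For 18 oligodendrocyte progenitor markers, 6 rose when adjusted over the list alone (0 without G4, G5, G15, G40, G64, G71 or G87), with a median slope of 0.33 (0.21 without G4). For 24 astrocyte markers, 3 rose and 1 fell when adjusted over the list alone (none without mouse G4). Gfap, an intermediate filament of reactive astrocytes, had a slope of 0.83 (adjusted p = 0.174) and Sox9, an astrocyte transcription factor, a slope of -0.60 (adjusted p = 0.0866). For 23 microglia markers, 1 fell when adjusted over the list alone, Tyrobp, an adaptor of immune receptors (slope -1.21), and without mouse G4 none did. The 18 glutamatergic neuron markers had a median slope of -0.90 (-0.52 without G4) and 23 endothelial markers a median slope of 0.04 (0.24 without G4). At an unadjusted p under 0.05 there were 6 progenitor, 7 astrocyte, 1 microglia, 4 glutamatergic and 2 endothelial markers, of which DESeq2 called none, 2, none, none and 1. From the enrichment of oligodendrocyte genes and the processes they belong to, the paper states that genes dysregulated within oligodendrocytes are associated with myelination, axon ensheathment and glial development.

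**Figure D2:**
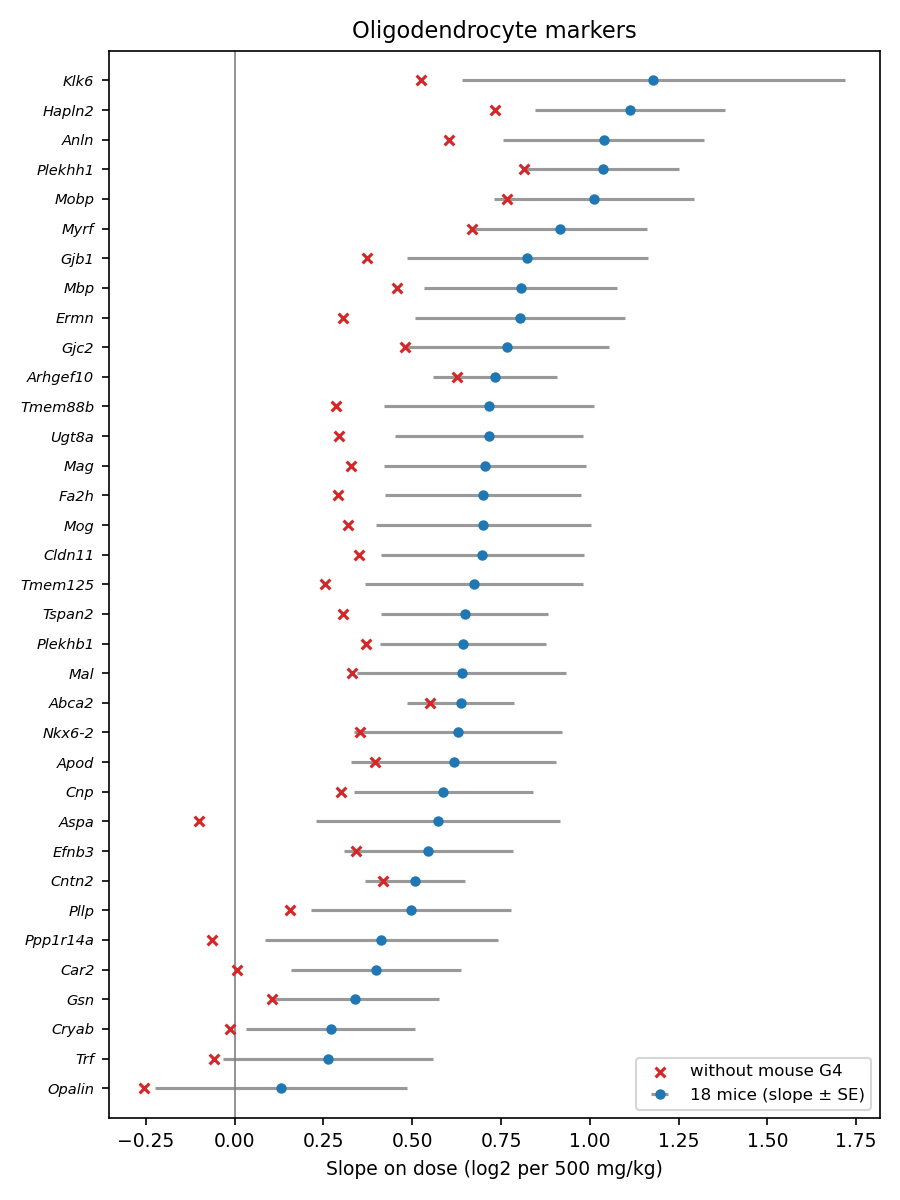
Slope on glyphosate dose (log2 per 500 mg/kg) of 35 of the 36 oligodendrocyte markers in all 18 mice (points, bars are standard errors) and without mouse G4 (red crosses). All slopes shown are positive in all mice, and all are smaller without mouse G4, from -0.26 to 0.81.

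**Figure D3:**
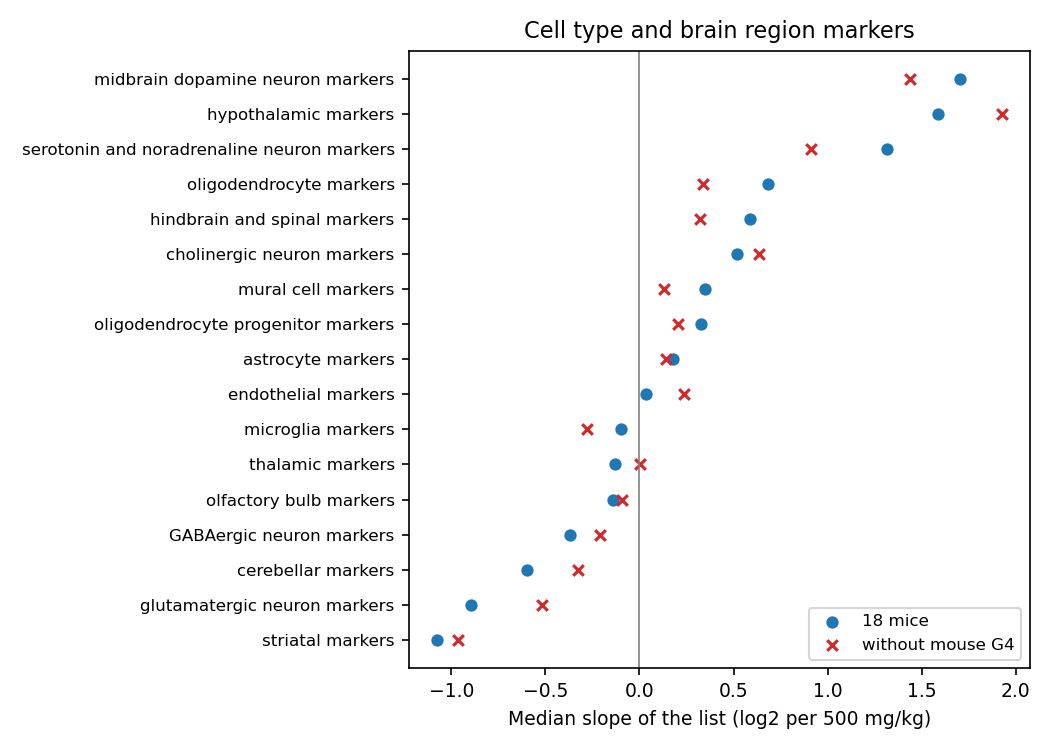
Median slope on glyphosate dose (log2 per 500 mg/kg) of the 17 lists of cell type and brain region markers, in all mice and without mouse G4. The median of the midbrain dopamine neuron markers is 1.70 in all mice and 1.44 without mouse G4, and that of the oligodendrocyte markers 0.69 and 0.34.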

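Genes of myelination and oligodendrocyte development had mostly positive slopes on dose. Of 34 such genes measured, none passed with edgeR, 24 had an unadjusted p under 0.05, and 18 rose and 1 fell when adjusted over the list alone. DESeq2 called 5 of them, all rising, and Fisher's exact test of the DESeq2 calls gave this list an adjusted p of 0.000594. The median slope was 0.63 (adjusted p = 0.275 with an estimated correlation). Leaving out mouse G4 brought the median slope to 0.33 and left no gene that rose when adjusted over the list alone, and the same count was 0 without mouse G87. Many of these genes are also oligodendrocyte markers, among them the myelin regulator Myrf. Genes of cholesterol synthesis, which supplies the myelin membrane, had a median slope of 0.08 (-0.12 without mouse G4), and none of 20 passed with edgeR, when adjusted over the list alone or with DESeq2 (1 at an unadjusted p under 0.05). Of 18 genes of sphingolipid metabolism, which supplies myelin lipids, none passed with edgeR and 6 had an unadjusted p under 0.05. DESeq2 called 1 of these, and 1 rose when adjusted over the list alone, but not without mouse G4 or without mouse G87.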

Pathway analysis of oligodendrocytes and GABAergic neurons was similarly performed, and oligodendrocytes were found to be enriched for four biological processes: central nervous system myelination (GO: 0022010; *p*-adj 0.014), axon ensheathment in the central nervous system (GO: 0032291; *p*-value 0.014), glial cell development (GO: 0021782; *p* adj. 0.033), and oligodendrocyte development (GO: 0014003; *p* adj 0.038). 

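The genes Abca2, Arhgef10 and Cntn2 were each highest at 500 mg/kg, and none passed the threshold with edgeR in all mice. Abca2, a lipid transporter of endolysosomes (Entrez gene 11305, chromosome 2 of GRCm38 from 25428599 to 25448544), was at 503 ± 32.6 CPM (SD, n = 5) in the vehicle group, 505 ± 120 (n = 5) at 125 mg/kg, 570.3 ± 69.3 (n = 4) at 250 mg/kg and 764 ± 127 (n = 4) at 500 mg/kg. Its slope was 0.64 (standard error 0.15, adjusted p = 0.0764 from edgeR). Arhgef10, a guanine nucleotide exchange factor (Entrez gene 234094, chromosome 8 from 14906412 to 15001085), was at 43.2 ± 7.26, 44.2 ± 9.85, 51.8 ± 9.69 and 69.6 ± 14.8 CPM in the same order of doses. Its slope was 0.73 (standard error 0.17, adjusted p = 0.0779). Cntn2, a cell adhesion molecule of myelinated axons (Entrez gene 21367, chromosome 1 from 132509425 to 132543251), was at 249 ± 40.1, 234 ± 46.3, 258 ± 12.3 and 342 ± 49.2 CPM, with a slope of 0.51 (standard error 0.14, adjusted p = 0.134).

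All 4 mice at 500 mg/kg lay above every vehicle mouse for Abca2 and Arhgef10, and 3 of 4 did for Cntn2. The DESeq2 likelihood ratio test called each gene, with adjusted p = 0.00809 for Abca2, 0.0110 for Arhgef10 and 0.0318 for Cntn2. Without mouse G4 the slopes were 0.55, 0.63 and 0.42 in that order (adjusted p = 0.392, 0.430 and 0.492 from edgeR). With 1 mouse left out, edgeR called Arhgef10 without G79 (adjusted p = 0.0330) and Abca2 without G45 (adjusted p = 0.0458). Cntn2 passed without no single mouse. The values are levels in tissue of mixed cell types, so they do not assign a change to oligodendrocytes.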

DEGs in these pathways included *Abca2*, *Arhgef10*, *Cntn2*, and *Plp1*, all of which were significantly upregulated with glyphosate exposure in a dose-dependent manner (Fig. 5C–F). Kegg and Reactome showed no significant results for oligodendrocytes, and GABAergic neurons were not enriched in any pathways.

**Fig. 5:**
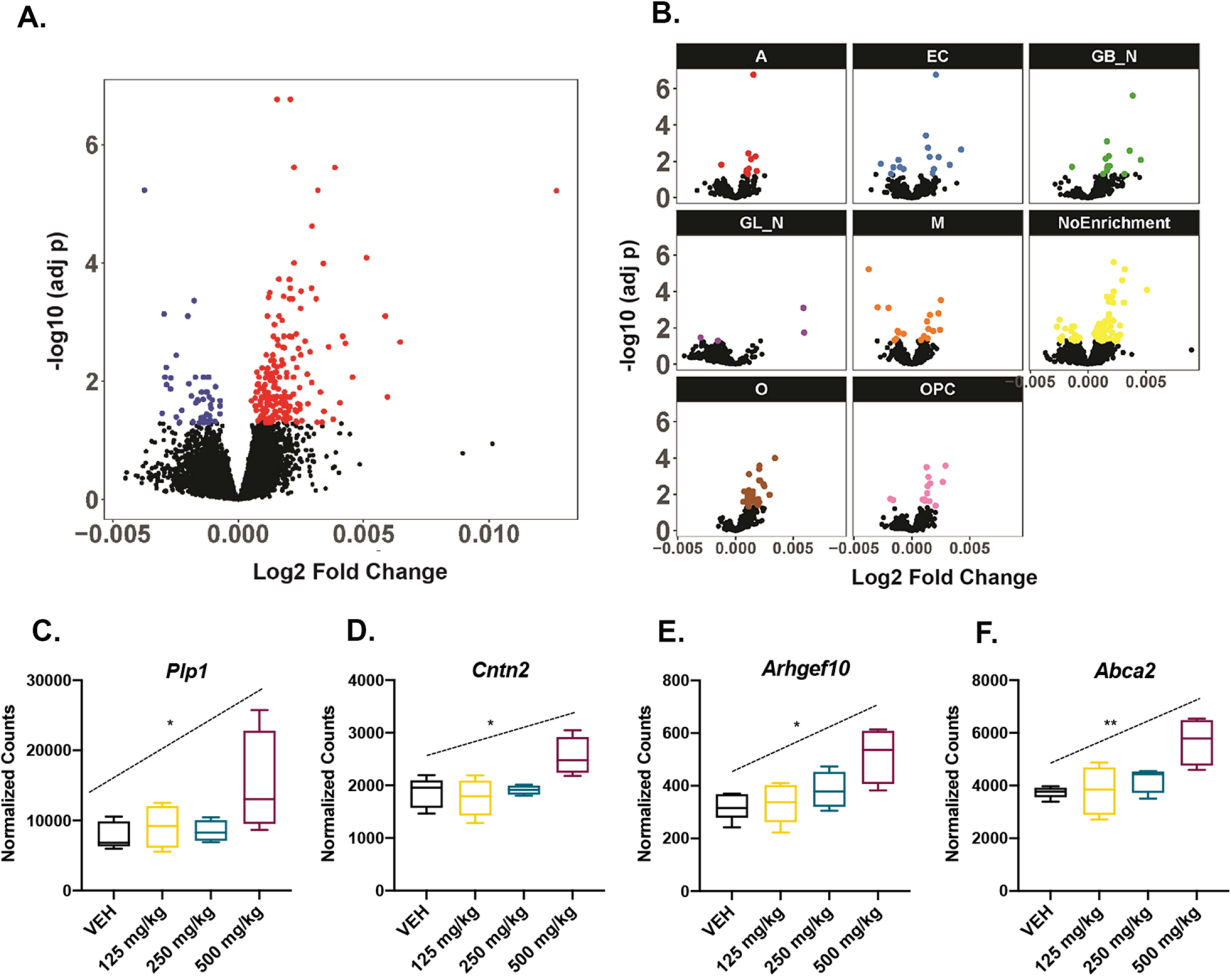
Glyphosate exposure alters the brain transcriptome. **A** Volcano plot showing the differential expression analysis results after dosage regression. Genes in blue and red were downregulated and upregulated, respectively, after glyphosate exposure (adj-*p* < 0.05). **B** Volcano plots showing differential expression in individual cell class following deconvolution analysis. A: astrocytes; EC: endothelial cells; GB_N: GABAergic neurons; GL_N: glutamatergic Neurons; M: microglia; NoEnrichment: unclassified cell type; O: oligodendrocytes; OPC: oligodendrocyte progenitor cells. Colored dots represent dysregulated gene expression. **C** Boxplot of normalized counts for *Plp1* showing significant dose-dependent upregulation (*p* adj. = 0.034). **D** Boxplot of normalized counts for *Cntn2* showing significant dose-dependent upregulation (*p* adj. = 0.029). **E** Boxplot of normalized counts for *Arhgef10* showing significant dose-dependent upregulation (*p* adj. = 0.010). **F** Boxplot of normalized counts for *Abca2* showing significant dose-dependent upregulation (*p* adj. = 0.008)

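Compared with vehicle, edgeR called 3 genes at 500 mg/kg, all among those rising with dose, and none at the lower doses, a difference between doses that was not tested. Klf15, Errfi1 and Slc6a3 were higher at 500 mg/kg than in vehicle mice, with log2 fold changes of 0.82 (standard error 0.12), 1.02 (standard error 0.15) and 6.51 (standard error 0.97) and an adjusted p of 0.0178 each. At an unadjusted p under 0.05 there were 1836 genes, and DESeq2 called more genes at this dose than at 125 or 250 mg/kg. Without 1 mouse edgeR called none (G4, G5, G15 or G90), 1 (G87), 6 (G64), 7 (G9 or G18), 8 (G1), 10 (G49), 17 (G79) or 19 (G45). At 125 mg/kg no gene passed with edgeR (1 without G9, G34, G87 or G90), 1773 had an unadjusted p under 0.05 and DESeq2 called 40. At 250 mg/kg no gene passed with edgeR, 596 had an unadjusted p under 0.05 and DESeq2 called 24. With edgeR the test of any difference among the 4 groups called 7 genes (more with DESeq2), 2 of them histone H4 genes that were highest at 125 mg/kg. Without 1 mouse it called 1 (G25), 2 (G4), 3 (G40), 4 (G5, G29, G34, G64 or G87), 13 (G9 or G49), 19 (G1) or 22 (G45). H4c1, which encodes a core histone, was at 30.5 ± 2.59 CPM (SD) in the vehicle group, 40.6 ± 1.97 at 125 mg/kg, 22.4 ± 1.80 at 250 mg/kg and 20.2 ± 3.25 at 500 mg/kg (adjusted p = 0.00371 from edgeR). The other one was H4c6, chosen after its values were seen, with an adjusted p of 0.0271.

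Departure from a straight dose line passed with edgeR for 1 gene (more with DESeq2), Cbln2, a secreted organizer of synapses, which was likewise chosen after its values were seen. It was at 36.5 ± 6.33 CPM in the vehicle group, 83.7 ± 18.0 at 125 mg/kg, 38.4 ± 6.37 at 250 mg/kg and 46.4 ± 17.6 at 500 mg/kg (adjusted p = 0.0179 from edgeR). No gene departed without G1, G5, G15, G18, G25, G45, G49, G64 or G71, and 2 did without G4, G40 or G79. The slope on dose differed between males and females for no gene with edgeR, 262 genes had an unadjusted p under 0.05 and DESeq2 called 1. In simulated comparisons of 500 mg/kg with vehicle, edgeR recovered 48.5% of genes with a log2 change of 1 and 1.52% of genes with a change of 0.5, so small differences at that dose were often not detectable, and 125 and 250 mg/kg were not simulated.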

## Discussion

Our results show that glyphosate is detectable in PBS-perfused brain tissue in a dose-dependent manner. This evidence, in conjunction with previous work in isogenic models and postmortem human tissue, suggests that glyphosate can cross the blood–brain barrier [7, 8]. The literature shows neurotoxic effects of glyphosate and its ability to cross blood–brain barrier [8, 23, 44], however glyphosate presence in the brain has not been investigated. In this study, we employed a novel one-step glyphosate extraction method which permitted us to perform LC–MS/MS-based quantification of glyphosate and aminomethylphosphonic acid (AMPA) in brain tissues. Our approach thus provides the first evidence of dose-dependent glyphosate accumulation in the brain.

In addition to the dose-dependent detection of glyphosate in the brain, we detected small amounts of AMPA, the major metabolite of glyphosate, in the brain. This indicates that glyphosate is being degraded in vivo, but further research is required to determine if this is due to metabolism by the gut microbiota, or spontaneous breakdown over time, either of which are plausible [45]. Given that we found glyphosate in the brain, the next step was to determine if glyphosate was inducing inflammatory events within the CNS. TNFα, a marker of inflammation, has been shown to be consistently upregulated in the periphery following glyphosate exposure [9–11]. Our results confirm these reports and show elevated levels of TNFα in the blood plasma of mice exposed to 125, 150, or 500 mg/kg/day of glyphosate. In addition, we found significantly elevated TNFα due to glyphosate exposure in whole brain homogenates. We then isolated the hippocampus and the cortex to probe for TNFα in two regions highly affected by diseases such as AD [46, 47]. We once again found an elevation of TNFα levels in these brain regions. Combined, this data shows that glyphosate can elevate TNFα not only in the peripheral system, but also in key brain regions associated with cognition. Our results illustrate that glyphosate exposure increases the levels of pro-inflammatory cytokine TNFα in the brain, indicating a neuroimmune response to glyphosate exposure.

We also found that glyphosate levels in the brain and urine were positively correlated with peripheral blood plasma and brain TNFα. Specifically, brain glyphosate correlates significantly with both blood plasma and brain TNFα levels. Furthermore, we observed a positive correlation between urine glyphosate and peripheral blood plasma TNFα levels, illustrating that as glyphosate increased, so did the levels of TNFα. As plasma measures of inflammatory response can provide valuable and non-invasive insight into neurological events [48], the correlation between plasma TNFα and CNS measures of both glyphosate and TNFα may have predictive value for neurotoxic levels of glyphosate exposure.

Upon application of comparable glyphosate concentrations observed in brain tissue in vivo to primary cortical neurons in vitro, we found that glyphosate increased cytotoxicity. After 24 h of glyphosate exposure, we found reduced cell viability in the 40 µg/mL dosage group compared to all other dosage groups. This data indicates that the levels of glyphosate detected in the brain in vivo are sufficient to reduce cell viability in a biologically relevant population of cortical neurons lost in AD. This data coincides with the emerging literature showing that an upregulation of pro-inflammatory cytokines can contribute to neuronal damage and loss in neurodegeneration [49]. Not only is glyphosate exposure capable of reducing cell viability, but it also has pathological implications for AD specifically. When we looked at the effects of glyphosate on the production of soluble Aβ_40-42_ in primary cortical neurons derived from APP/PS1 mice_,_ we found that glyphosate elevated soluble Aβ_40_ production at 40 and 20 µg/mL and soluble Aβ_42_ levels at 10, 20 and 40 µg/mL compared to 0 µg/mL. The elevation of Aβ_42_ post-glyphosate exposure is particularly relevant as Aβ_42_ has been shown to be more toxic and fibrillogenic than other forms of Aβ peptide [50]. Collectively, our in vitro experiments show that the levels of glyphosate detected in the brain in vivo after exposure are sufficient to increase cytotoxicity and elevate Aβ_40-42_ levels.

In addition to the elevated Aβ_40-42_ levels, we also show that glyphosate alters gene expression in a dose-dependent manner. Genes dysregulated within oligodendrocytes are functionally associated with key neurological processes including myelination, axon ensheathment, glial cell development, and oligodendrocyte development. Previous studies have shown that oligodendrocytes play a key role in learning and memory, and have been implicated in neurodegenerative disorders that present with cognitive symptoms [51–53]. Interestingly, oligodendrocyte-associated genes, including *Plp1*, have been shown to be dysregulated in human AD postmortem brain samples [54]. *Plp1* dysregulation has also been implicated in other neurodegenerative disorders such as multiple sclerosis [55] and elevation of *Plp1* leads to widespread microglial reactivity and neuroinflammation [56]. The endolysosomal ATP binding cassette transporter *Abca2* has previously been linked with altered neuronal gene expression in AD pathogenesis [57, 58]. In neurons, overexpression of *Abca2* leads to elevated endogenous APP expression and promotes amyloidogenic β-secretase (BACE1) cleavage at the β'-site/Glu11 of Aβ and subsequent γ-secretase cleavage to produce N-terminally truncated Aβ [58]. *Abca2* has been implicated in both early- and late-onset AD [59, 60] and has been suggested as a therapeutic target for AD [58]. In oligodendrocytes however, *Abca2* is thought to be involved in myelination due to its role in sphingolipid metabolism [61–63]. Sphingolipids play an important role in neuron–glia interactions as they regulate formation and stability of myelin [64]. Sphingolipid metabolism has been shown to be deregulated in neurodegenerative disorders including AD [65, 66]. Deregulation of sphingolipid metabolism leads to altered membrane organization and adds to disease pathogenesis [64]. Similarly, Rho guanine nucleotide exchange factor 10 (Arhgef10) is involved in axon ensheathment and myelination [67], while contactin-2 (Cntn2) is a cell-adhesion molecule vital to myelin development [68]. Given that all four of these genes were significantly upregulated in oligodendrocytes following glyphosate exposure, future work will focus on examining the effect of glyphosate exposure on myelin sheath.

Increases in TNFα have been shown to impair oligodendrocyte differentiation, promote mitochondrial dysfunction, and lead to demyelination [69]. As oligodendrocytes are mechanistically important in AD pathology [70], and are impaired by increased levels of TNFα [69], our findings provide insight into a mechanism through which glyphosate may exacerbate neurodegenerative and neuroimmune-related diseases. Specifically, as neuroinflammation has been shown to play a key role in AD initiation and in progression [71], and genome-wide association studies (GWAS) have highlighted several immune genes as risk factors for AD [72, 73]. Glyphosate exposure may lead to an earlier onset or an accelerated progression of AD pathology. Since TNFα is commonly elevated in AD [16], we anticipate glyphosate has an additive effect on pathology and works to exacerbate the neurobiological events underlying this disease. The implications of this potential link would provide causative support to the correlation between glyphosate application to corn and soy crops and the rise in deaths due to AD. While there are many correlations between glyphosate and various illnesses, our goal is to shed light on the correlation between glyphosate application and AD. Future work will focus on uncovering the molecular overlap between glyphosate exposure and AD pathology. Specifically, we will focus on determining if glyphosate exposure is capable of exacerbating amyloid pathology and inducing cell death, in vivo in mouse models of AD.

Although the doses used in this study are above typical daily human exposure [26], our study evaluated the published NOAEL benchmark set forth by the EPA for rodents [24]. These high doses provided valuable information on a potential mechanism of action for glyphosate in AD; however, future work will include more environmentally relevant concentrations of glyphosate. A further limitation of our study is the use of glyphosate as a single agent. Common herbicides provide glyphosate as a formulation with several active ingredients, and some recent studies have focused on glyphosate-based products with complex formulations and revealed associated toxicities [74–77]. Our study centers specifically on glyphosate traversal of the blood–brain barrier and accumulation in the brain, and additional studies are warranted to explore whether complex formulations behave similarly.

## Conclusion

In conclusion, our work demonstrates that glyphosate is capable of infiltrating brain tissue, and that exposure results in increased levels of the pro-inflammatory cytokine TNFα. Additionally, we find that glyphosate dosages similar to those we detected in the mouse brain in vivo are capable of increasing Aβ_40-42_ levels and reducing cell viability in vitro in primary cortical neurons. Brain glyphosate correlates with increased TNFα levels, suggesting that exposure to this herbicide may trigger neuroinflammation in the brain, which may induce changes that are seen in neurodegenerative disorders. This is further supported by our RNAseq findings showing dysregulation of important oligodendrocyte processes known to be affected by elevated levels of TNFα. Collectively, given that a large subset of the population may be exposed to this chemical agent, these results raise awareness of the detrimental effects glyphosate exposure may have on the brain and human health.

### Supplementary Information

**Additional file 1: Figure S1.** Linearity of** A.** glyphosate and ** B.** AMPA over a concentration range of 0-50 ng/g in brain. The area ratio depicts ratio of variable concentrations of glyphosate or AMPA to their respective internal standards (13C215N-Glyphosate or D213C15N-AMPA) with a constant concentration of 10 ng/g.** C**–**F**. Representative MS2 extracted ion chromatograms (EIC) of glyphosate in mice fed at 0 mg/kg, 125 mg/kg, 250 mg/kg, and 500 mg/kg glyphosate.

**Additional file 2: Figure S2. A**, **B.** Linearity of glyphosate and AMPA over a concentration range of 0–20 ng/mL in urine. The X-axis represents glyphosate or AMPA concentrations (0–20 ng) in one mL of urine and Y-axis shows the area ratio of unlabeled standards to their respective labeled standards (13C215N-Glyphosate or D213C15N-AMPA) spiked at a constant concentration of 6.25 ng/mL. **C**–**F.** MS2 scan stage extracted ion chromatograms (EIC) of glyphosate in mice fed at 0 mg/kg, 125 mg/kg, 250 mg/kg, and 500 mg/kg glyphosate.

**Additional file 3: Figure S3.** List of differentially expressed genes following glyphosate exposure.

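The table of Additional file 3 lists for each gene the slope of expression on dose per mg/kg, on the log2 scale, with its standard error, p-value and adjusted p. Multiplied by 500, its slopes are on the scale used for the values here. Only its first 1999 of 18318 genes were used, and in that part 225 genes have an adjusted p under 0.05, 177 with a positive and 48 with a negative slope, all of which are the paper's values. The gene with the smallest p in the counts re-analysed with edgeR was Slc6a3, the dopamine transporter. Adipor2, an adiponectin receptor, went from 84.0 ± 15.8 CPM (SD, n = 5) in the vehicle group to 184 ± 55.6 (n = 4) at 500 mg/kg (slope 1.12, standard error 0.17, adjusted p = 0.0107 from edgeR). Emilin2, an extracellular matrix glycoprotein, had a slope of 1.48 (adjusted p = 0.0216) and Plekhf1, a lysosomal adaptor, a slope of 1.12 (adjusted p = 0.0288). Pfkfb3, a regulator of glycolysis, had a slope of 0.82 and Rhpn2, a scaffold protein of the cytoskeleton, a slope of 1.04 (adjusted p = 0.0327 for both).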

**Additional file 4: Figure S4.** Heat Map of the top 10% of genes differentially expressed in a dose-dependent manner. Red and blue indicate z-scores with upregulated genes in red and downregulated genes in blue. Dose increases left to right (blue = vehicle control (*n* = 5), Green = 125 mg/kg (*n* = 5), orange = 250 mg/kg (*n* = 4), red = 500 mg/kg (*n* = 4).

## Data Availability

The data that support the findings of this study will be publicly deposited and available.

## Abbreviations

TNFα: Tumor necrosis factor alpha
UPLC–MS: Ultra performance liquid chromatography–mass spectrometry
AD: Alzheimer’s disease
APP: Amyloid precursor protein
ELISA: Enzyme linked immunosorbent assay
PS1: Presenilin 1
Aβ: Amyloid beta
RNAseq: RNA sequencing
EPSPS: Enolpyruvylshikimate-3-phosphate synthase
CRP: C-reactive protein
IL: Interleukin
CNS: Central nervous system
NOAEL: No observable adverse effect level
NonTg: Non-transgenic
NaOH: Sodium hydroxide
RO: Reverse osmosis
KEDTA: Potassium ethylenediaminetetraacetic acid
PBS: Phosphate-buffered saline
LC–MS: Liquid chromatography–mass spectrometry
AMPA: Aminomethylphosphonic acid
MRM: Multiple reaction monitoring
UHPLC: Ultra-high performance liquid chromatography
LOD: Limit of detection
LOQ: Limit of quantitation
RSD: Relative standard deviation
MTT: 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide
PCR: Polymerase chain reaction
qPCR: Quantitative polymerase chain reaction
PCA: Principal component analysis
FDR: False discovery rate
LRT: Likelihood ratio test
DEG: Differentially expressed gene
VST: Variance stabilizing transformation
ANOVA: Analysis of variance
GO: Gene Ontology
L–MS/MS: Liquid chromatography with tandem mass spectrometry
PLP1: Proteolipid protein 1
Abca2: ATP binding cassette subfamily A member 2
BACE1: Beta-secretase 1
Argef10: Rho guanine nucleotide exchange factor 10
Cntn2: Contactin-2
EPA: Environmental Protection Agency

How the deposited data were processed for this re-analysis (not part of the article)

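Gene expression was measured by RNA sequencing in half-brain tissue of 18 mice of cohort 1, 5 given vehicle, 5 given 125 mg/kg, 4 given 250 mg/kg and 4 given 500 mg/kg glyphosate, 10 males and 8 females. The authors made stranded total RNA libraries after depletion of ribosomal RNA, sequenced 100 bp paired-end reads, aligned them to GRCm38 with STAR 2.7.5b, checked quality with MultiQC 1.12 and counted reads per gene with featureCounts. The deposited table holds raw counts of 27179 genes by Entrez number in these 18 mice, and no other columns. Symbols and positions were taken from the RefSeq annotation of GRCm38, in which 25275 of the identifiers were found, and 25293 genes had a symbol. No counts were recorded for 4148 genes. Total counts per mouse had a median of 7789800 and ran from 3948096 to 11732885. The medians by group were 7829869 for vehicle, 9199120 at 125 mg/kg, 7443752.5 at 250 mg/kg and 7671988 at 500 mg/kg. The counts are of reads without molecular identifiers, and the precision of each level is given by the SD between mice.

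Counts were analysed in R 4.3.3. The main test was the quasi-likelihood F test of edgeR 4.0.16 (one dispersion trend, no gene-wise dispersion in the negative binomial part) after TMM normalization and filterByExpr by dose group with a minimum count of 10, which left 15863 genes, with a biological coefficient of variation of 25.8%. The dose regression used dose in mg/kg divided by 500 and sex. The median slope of all tested genes was 0.01. Other tests with sex as a covariate asked for any difference among the 4 groups, for each dose against vehicle, for a departure from a straight dose line and for a difference in slope between the sexes. P-values were adjusted by the Benjamini-Hochberg method at 0.05. Standard errors were derived from the slope and the F statistic. Levels are TMM-normalized CPM given as mean and SD.

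The 40 gene lists cover cell types, brain regions, other tissues and pathways, and were written from general knowledge of these cells and pathways. The paper's own marker lists were not used here. Members that passed were counted in each direction over all genes and when adjusted over the list alone. Each list was tested with Fisher's exact test, with camera from limma 3.58.1 at a preset correlation of 0.01 and with the correlation estimated per list, and with fry. Reactome gene sets came with fgsea 1.28.0, and sets of 10 to 500 tested genes were kept. GO and KEGG enrichment was not analysed here.

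The genes named in the text follow a rule, and the text names a subset of them. They are the genes the results of the paper name and Tnf, the 10 rising and 10 falling genes with the smallest p among those past the threshold with a mean of at least 20 normalized counts, up to 4 members of each list with the smallest p, the 10 genes with the smallest p in the paper's table of slopes, and Calm2, Gng10, Sos1 and any histone gene called, as members of the paper's alcoholism pathway. The table of Additional file 3 was seen before the rule and the lists were written. Results for 1 gene under the rule are not reported here. Genes outside the rule are named as chosen after their values were seen.

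The alternatives set in advance were DESeq2 size factors, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0 (the authors used 1.34.0), limma-voom, no sex covariate, 1 surrogate variable from sva 3.50.0, dose as rank, no 500 mg/kg mice, no vehicle mice, males or females alone, only the 2 groups compared, and leaving out each mouse in turn. The counts without mouse G4 for lists other than the oligodendrocyte and GABAergic markers, a block by the number in the mouse tag and an oligodendrocyte list without Cntn2, Arhgef10 and Abca2 were chosen after the data were seen. The doses were reassigned to the mice 100 times (50 times for DESeq2) with the group sizes kept, the real assignment included.

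The tests were run on simulated data made from the same counts with 200 changed genes. For the dose regression, edgeR recovered 4.55%, 56.1% and 92.1% of genes with slopes of 0.5, 1 and 2, with 4.85% false calls, DESeq2 recovered 7.46%, 56.7% and 89.4% with 10.5% false calls, and limma-voom had 3.12% false calls. For 500 mg/kg against vehicle, edgeR recovered 1.52%, 48.5% and 84.8%. Duplicated libraries were looked for by a chi-square comparison of the 32 pairs within groups, whose values per degree of freedom were 9.67 to 83.4, so no pair was a technical repeat. Expression of sex-linked genes matched the stated sex in 18 of 18 mice. The first principal component of the 500 most variable genes held 39.7% of the variance and the next 14.9%. Slopes were compared with gene length over the 90.7% of tested genes with a length, with a Spearman correlation across genes of 0.113, and with GC content (-0.0166). Genes are not independent replicates.

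The cytokine measurements, the glyphosate measurements by mass spectrometry and the experiments on cultured neurons were not analysed here.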

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

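The lists, the tests of gene groups and the leave-one-mouse counts of the oligodendrocyte and GABAergic markers were planned, while such counts for the other lists, the comparison with other assignments of the doses, the tests of 1 library and of the clock genes, the test of the dose label of mouse G4 and the weighing of the 3 patterns were chosen after the results were seen.

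Some members of gene lists that the paper does not report on rose or fell with dose: 5 of 23 glucocorticoid-induced genes, 4 of 27 imprinted genes and 3 of 15 midbrain dopamine neuron markers rose and 3 of 30 immediate early genes fell. With an estimated correlation the imprinted list (adjusted p = 0.0508 from camera) and the immediate early list (adjusted p = 0.275) did not pass, and no imprinted gene rose, also when adjusted over the list alone, with the midbrain dopamine and hypothalamic marker level as a covariate, a fit in which no gene of any kind passed over all genes. Random reassignment of the doses to the mice can be excluded as the source of the 46 genes of the dose regression, for which the highest of the other assignments gave 5. According to the paper, the mice shared cages by sex and dose. An effect shared by the mice of a cage was therefore not separated from dose by this comparison. The gene lists were written after the paper's slopes from the same mice had been read, which limits what reassignment of the doses excludes for them.

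Midbrain dopamine neuron markers were higher with dose, with a median slope of 1.70 against 1.77 in size, whatever the sign, in the highest of the other assignments (3 of 100 were as large). Their median log2 change against vehicle was -0.17 at 125 mg/kg, 0.22 at 250 mg/kg and 1.65 at 500 mg/kg. A single mouse does not account for them, since 7 of the 9 genes that rose when adjusted over the list alone still did without mouse G4, the lowest count. A differing share of ventral midbrain tissue in the sample cannot be told apart from a change in the dopamine neurons. Within dose groups the members had a mean correlation of 0.2996 (highest of 1000 random lists 0.177), but glucocorticoid-induced genes (0.178, highest random 0.117), whose median slope stayed at 0.85 with the midbrain dopamine and hypothalamic marker level as a covariate, also exceeded random lists, so this comparison does not separate the explanations.

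Oligodendrocyte markers were higher with dose, although their median log2 change against vehicle was 0.19 at 125 mg/kg, 0.04 at 250 mg/kg and 0.75 at 500 mg/kg. Chance cannot be excluded for their median slope of 0.69 (highest other assignment 0.82 in size, 6 of 100 as large). For the overlapping myelination list 3 of 100 were as large (median slope 0.63, highest other 0.79 in size). For the progenitor markers 4 of 100 were as large (0.33, highest other 0.36 in size). For the count of 20 oligodendrocyte markers when adjusted over the list alone, 2 of 100 assignments were as large (highest other 31). For the 9 with DESeq2, 1 of 50 was as large (highest other 8). At the level used for the other results chance would be excluded for these counts but not for the median slope. The measures differ, since median slopes were compared in size whatever their sign, and the counts cover rising genes alone. The pattern is consistent with the weight of 1 library, since 0 genes rose when adjusted over the list alone without mouse G4. A wrong dose label of mouse G4 is argued against by Klf15, at 71.8 CPM in G4 against 32.5 to 49.6 in vehicle mice and 68.7 to 80.9 in the other 500 mg/kg mice, and by Slc6a3, at 36.0 CPM against 0 to 0.631 in vehicle mice. A lower share of cortical tissue cannot be told apart from a change in oligodendrocytes. With the glutamatergic marker level as a covariate the median slope was 0.39, with an error of 0.27 that spans the bound of 0.34. In that fit, which called 11 genes in all, no oligodendrocyte marker passed and 3 rose when adjusted over the list alone. With the midbrain dopamine and hypothalamic marker level as a covariate, their median slope was 0.22 and none rose when adjusted over the list alone.

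Glucocorticoid-induced genes were higher with dose, with a median slope of 0.79 against 0.58 in size in the highest of the other assignments (1 of 100 as large). A share of ventral midbrain and hypothalamic tissue is argued against, since the median slope was 0.85 (error 0.36) with that marker level as a covariate, against a bound of 0.40, although in that fit none of the 5 genes called before passed (14 did when adjusted over the list alone) and no gene passed at all. A single mouse is argued against, since 14 of the 15 genes that rose when adjusted over the list alone still did without mouse G4 or mouse G90, the lowest counts. The time of day of tissue collection cannot be told apart, since Dbp, Nr1d1, Nr1d2, Per2, Per3, Tef and Hlf had a median slope of -0.18 and the opposite arm of the clock, Arntl, Npas2 and Clock, one of -0.26, of which the former alone passed the fry test of limma at 0.05. A biological explanation, a rise in corticosterone with dose, is a hypothesis that was not tested.

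Single mice lay far from the others of their group in 15 of 216 group values, against 10.8 from chance alone, since about 1 in 20 groups is picked by chance. Mouse G71 at 250 mg/kg had Gad2 at 477 CPM (others 199 to 203), Dlk1 at 42.6 (21.0 to 22.7), Irs4 at 30.5 (5.92 to 6.64) and Tyrobp at 0.844 (1.21 to 1.23). Mouse G45 at 125 mg/kg had Ddc at 7.66 (1.39 to 2.30), Plekhf1 at 25.1 (12.7 to 15.6) and Nfkbia at 35.0 (21.3 to 25.1). Mouse G4 had Ddc at 35.6 (6.87 to 10.6), and mouse G49 Abca2 at 467 (596 to 616). Mouse G9 had Rhpn2 at 11.5 (6.16 to 7.54), mouse G66 Rmrp at 512 (662 to 681), mouse G64 Snora74a at 19.1 (11.7 to 12.1), mouse G25 Gfap at 322 (155 to 199) and mouse G1 Sox9 at 68.1 (94.2 to 101). Mouse G79 had 5625140 total counts, against 7594245 to 7924387 in the other 500 mg/kg mice.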

How the results depend on the processing

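The values without mouse G4 for lists other than the oligodendrocyte and GABAergic markers, the block by mouse tag number and the list without Cntn2, Arhgef10 and Abca2 were chosen after the data were seen, and all other alternatives were planned. The 46 genes of the dose regression kept their direction in every planned setting in which they were tested. Their number was 47 with DESeq2 size factors, 54 with at least 10 counts in every library, 50 with limma-voom and 42 without the sex covariate, but 29 with no filter, 229 with DESeq2, 12 with 1 surrogate variable, 27 with dose as rank, 7 without the vehicle mice, 0 without the 500 mg/kg mice and 0 in males only and in females only. Leaving out 1 mouse gave 2 (G4) to 127 (G79). The four-group test went from 7 genes to 540 with DESeq2 and 16 with 1 surrogate variable, and to 1 (G25) to 22 (G45) with 1 mouse left out. For 125 mg/kg, the count of 0 with edgeR (1773 at an unadjusted p under 0.05) became 40 with DESeq2 and 1 with DESeq2 size factors, no filter, limma-voom or 1 surrogate variable (0 to 1 with 1 mouse left out). For 250 mg/kg, the count of 0 (596 unadjusted) became 24 with DESeq2 (0 with any mouse left out). For 500 mg/kg, the 3 genes became 9 with no filter, 8 with at least 10 counts, 166 with DESeq2, 7 without the sex covariate, 9 with 1 surrogate variable and 1 with the 2 groups alone (0 to 19, the highest without G45). Departure from a straight line went from 1 gene to 2 with no filter, 151 with DESeq2 and 0 without the sex covariate (0 to 2), and the interaction with sex from 0 (262 unadjusted) to 1 with DESeq2 (0 with any mouse left out). The single oligodendrocyte marker became 9 with DESeq2 and 0 with no filter, limma-voom, 1 surrogate variable, dose as rank, in either sex alone, or without the 500 mg/kg or the vehicle mice (0 to 6, the highest without G79). Its count of 20 when adjusted over the list alone became 9 with limma-voom, 11 without the sex covariate, 7 with 1 surrogate variable, 9 with dose as rank, 0 without the 500 mg/kg mice, 8 without the vehicle mice, 7 in males and 0 in females (0 without G4 to 32 without G79). The median slope of these markers, 0.69, was 0.10 without the 500 mg/kg mice (camera p = 0.617) and had p = 0.0670 with an estimated correlation (0.34 without G4 to 0.87 without G79). The count of 0 GABAergic markers (5 unadjusted) was 1 with DESeq2 (0 to 1), and the 1 gene adjusted over the list alone was lost (0) with 1 surrogate variable, with dose as rank, without the 500 mg/kg mice, without the vehicle mice and in females (0 to 1). The negative median slope of the GABAergic markers, -0.37, turned positive, at 0.20 with at least 10 counts, 0.16 with 1 surrogate variable, 0.19 without the 500 mg/kg mice and 0.0246 without the vehicle mice (-0.45 without G45 to -0.21 without G4). Of the gene lists, 23 passed with a preset correlation, 2 with an estimated one and 19 without G4. Without G4 the rising dopamine neuron markers went from 3 to 1, hypothalamic markers from 1 to 0, glucocorticoid-induced genes from 5 to 1, imprinted genes from 4 to 0, TNF genes from 2 to 0 and alcoholism genes from 2 to 1, and the falling immediate early genes from 3 to 0. Reactome gave 0 pathways in every setting run. Over 53 named genes, 1267 of 1579 alternative values stayed on the same side of the threshold, 265 fell below it, 47 rose above it and 0 reversed. Fewer samples were tested where mice were left out, and beyond this the cause was not tested. No paired analysis was possible because the labels give no replicate numbers shared between doses. The mouse tags fall into 6 numbers, of which 2 hold more than 1 dose, and the labels do not say what they stand for. With this number as a block the dose regression called 0 genes with edgeR (369 at an unadjusted p under 0.05), and 45 of the 46 genes kept their direction. In both of these numbers the vehicle mice are females and the treated mice males, so dose within a number rests on the sex term. No alternative varied the depth, so its effect was not tested.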

Differences from the paper's values

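All alternatives compared here were set before the data were examined, and the counts use the paper's threshold of an adjusted p under 0.05. The dose regression called 46 genes, and the paper's count is 226. DESeq2, the method the paper names, gave 229, and none of the other alternatives came within 1.5 times of the paper's count. Of these, 39 rose, against 177 in the paper's table (of which only the first 1999 genes were used), a count that DESeq2 (183) and leaving out mouse G79 (123) come near, and 7 fell, against 48 in the paper's table, where only DESeq2 (46) comes near. The adjusted p from edgeR was 0.134 for Cntn2 (the paper's is 0.0292), 0.0779 for Arhgef10 (the paper's is 0.0100) and 0.0764 for Abca2 (the paper's is 0.00757). DESeq2 gave 0.0318, 0.0110 and 0.00809, within 1.5 times of the paper's values, and no other alternative did. The slopes of these 3 genes did not differ from the paper's. For enrichment of GABAergic neuron genes, Fisher's exact test gave an adjusted p = 1 against the paper's adjusted p of 0.006, and an adjusted p = 0.585 with the DESeq2 calls, both adjusted over the 40 lists and on a marker list other than the paper's. The paper reports enrichment of oligodendrocyte genes, and the list used here gave an adjusted p = 0.442 with edgeR and 1.63e-08 with the DESeq2 calls.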

Other observations

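The lists reported here were planned, and the counts of them without mouse G4 were chosen after the results were seen. Tnf itself was too low to test, with 12 counts over all 18 libraries, of which 5 had a count and the highest had 5. Of 21 genes of TNF and NF-kappaB signaling measured, Csf1, a growth factor of microglia, and Nfkbia rose and 19 did not pass with edgeR (3 rose when adjusted over the list alone, adjusted p = 0.184 with an estimated correlation). Other tests of this list passed, with an adjusted p of 0.0133 from Fisher's exact test of the edgeR calls and 0.00670 from fry. DESeq2 called 3 of its genes, all rising (adjusted p = 0.0120 from Fisher's exact test). Nfkbia is also among the glucocorticoid-induced genes that rose. Csf1 went from 29.4 ± 1.96 CPM (SD, n = 5) in vehicle mice to 44.2 ± 5.09 (n = 4) at 500 mg/kg (slope 0.59, adjusted p = 0.0361 from edgeR). Traf3, an adaptor of TNF receptors, had a slope of 0.49 (adjusted p = 0.105) and Tnfrsf1a, the main TNF receptor, a slope of 0.43 (adjusted p = 0.286). Without mouse G4 no gene of this list passed, and 3 rose when adjusted over the list alone. Of 13 genes of disease-associated microglia, Csf1 alone rose (2 rose and 1 fell when adjusted over the list alone, 1 and 1 without mouse G4, and 1 rising without most other single mice). Of 11 genes of reactive astrocytes none passed with edgeR (3 at an unadjusted p under 0.05, 1 with DESeq2), and 3 rose when adjusted over the list alone (0 without mouse G4 or G90). None of 10 interferon-stimulated genes and none of 19 genes of amyloid precursor protein processing passed with edgeR, with DESeq2 or at an unadjusted p under 0.05, with median slopes of -0.03 and 0.01.

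Markers of brain regions other than the midbrain and hypothalamus did not pass with edgeR or, apart from 1 cholinergic marker, with DESeq2. Median slopes were -1.07 for 19 striatal, -0.13 for 10 thalamic, -0.60 for 11 cerebellar, 0.59 for 14 hindbrain and spinal, -0.14 for 5 olfactory bulb and 0.52 for 7 cholinergic markers (1 rose when adjusted over the list alone), of which 1, none, none, 1, none and 1 had an unadjusted p under 0.05. Without mouse G4 these medians were -0.97, 0.00190, -0.32, 0.32, -0.09 and 0.64. The slopes do not show the levels at single doses. In the same order, the median log2 changes against vehicle were 0.11, 1.56, -1.74, -3.17, -0.42 and 0.09 at 125 mg/kg. They were -0.40, 0.13, -0.39, 0.33, 0.26 and 0.32 at 250 mg/kg. At 500 mg/kg they were -0.95, 0.60, -0.84, 0.21, -0.12 and 0.61. Of 8 serotonin and noradrenaline neuron markers, 4 rose when adjusted over the list alone (median 1.32), and none did without mouse G4, G15 or G90. Among hypothalamic genes, Trh and Pomc, peptide hormone precursors, had slopes of 2.91 (adjusted p = 0.0825) and 1.59 (adjusted p = 0.102), and Otp, a transcription factor of hypothalamic neurons, 2.75 (adjusted p = 0.144). Dlk1, an imprinted Notch ligand listed with the imprinted genes and the midbrain dopamine neuron markers, had a slope of 2.29 (adjusted p = 0.0576). With the midbrain dopamine and hypothalamic marker level as a covariate, the median slope of the oligodendrocyte markers was 0.22, and none rose when adjusted over the list alone.

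Lists of other tissues and of general cell functions held no gene that passed with edgeR. Median slopes were -0.75 for 16 choroid plexus, -0.83 for 6 ependymal, 0.17 for 12 meningeal and 0.35 for 10 mural cell markers (-0.22, -0.36, 0.08 and 0.13 without mouse G4), with none, 1, none and 3 at an unadjusted p under 0.05 and none with DESeq2. The single pituitary and blood cell markers measured had slopes of 0.25 and 0.76. Median slopes were -0.28 for 81 ribosomal protein genes and -0.20 for 72 genes of oxidative phosphorylation (-0.35 and -0.27 without mouse G4), with 22 and 8 at an unadjusted p under 0.05 and 2 and 0 with DESeq2. Of 17 circadian clock genes, Dbp, a clock output factor, had a slope of -0.72 (adjusted p = 0.0877) and was the single one that fell when adjusted over the list alone and with DESeq2 (4 at an unadjusted p under 0.05), but not without mouse G4. Of 11 heat shock genes and 12 genes of the oxidative stress response, 1 and 2 rose when adjusted over the list alone, 1 and 3 had an unadjusted p under 0.05, DESeq2 called 1 and 0, and no gene rose when adjusted over the list alone without G4, G15, G18 or G90 for the former and without G4, G15 or G87 for the latter. Fos, the classic immediate early gene, had a slope of -1.23 (adjusted p = 0.0580).

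The number of genes called was set against other assignments of the doses to the mice, of which 100 were counted with the real one included. Chance can be excluded for the 7 genes of the four-group test (2 as large), although another assignment called 124, for which a structure of the samples other than dose was not separated from false calls. It can be excluded for the 3 genes at 500 mg/kg (3 as large, highest other 14). It cannot be excluded for the 1 gene departing from a straight line (5 as large), where another assignment called 62, with the same limit. For the counts of 0 with edgeR every one of the 100 assignments is as large by construction, so nothing follows for 125 mg/kg (highest other 46), 250 mg/kg (highest other 1), the interaction with sex (highest other 2) and the Reactome pathways (highest other 0). For the 23 lists that passed with a preset correlation, 2 assignments were as large, the highest other was 25 and the median of the others was 15, so a count of this order arises under reassigned doses too, and for the 2 with an estimated correlation, the glucocorticoid-induced genes and the midbrain dopamine neuron markers, 4 were as large and the highest other was 3. With DESeq2, 2 of 50 assignments gave as many as the 229 genes and the highest other gave 1752, several times the real count. Whether a structure of the samples or false calls by DESeq2 produced that count was not tested. Chance can be excluded for the median slopes of the imprinted genes (0.46, highest other 0.45 in size, 1 as large) and of the immediate early genes (-0.95, highest other 1.06 in size, 2 as large). It cannot be excluded for the GABAergic neuron markers (-0.37, highest other 0.56 in size, 9 as large). Without mouse G4 the median slope was 0.47 for the imprinted genes and -0.57 for the immediate early genes. These lists were written after the paper's slopes from the same mice had been read, so the comparison with other assignments is not independent of that reading.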
